# Human Wharton's jelly-derived mesenchymal stem cells alleviate concanavalin A-induced fulminant hepatitis by repressing NF-κB signaling and glycolysis

**DOI:** 10.1186/s13287-021-02560-x

**Published:** 2021-09-09

**Authors:** Lijie Pan, Chang Liu, Qiuli Liu, Yanli Li, Cong Du, Xinmei Kang, Shuai Dong, Zhuowei Zhou, Huaxin Chen, Xiaoqi Liang, Jiajie Chu, Yan Xu, Qi Zhang

**Keywords:** Fulminant hepatitis, Human umbilical cord Wharton's jelly-derived mesenchymal stem cells (hWJ-MSCs), Immunomodulation, Concanavalin A (Con A), NF-κB, Glycolysis

## Abstract

**Background:**

Fulminant hepatitis is a severe life-threatening clinical condition with rapid progressive loss of liver function. It is characterized by massive activation and infiltration of immune cells into the liver and disturbance of inflammatory cytokine production. Mesenchymal stem cells (MSCs) showed potent immunomodulatory properties. Transplantation of MSCs is suggested as a promising therapeutic approach for a host of inflammatory conditions.

**Methods:**

In the current study, a well-established concanavalin A (Con A)-induced fulminant hepatitis mouse model was used to investigate the effects of transplanting human umbilical cord Wharton's jelly-derived MSCs (hWJ-MSCs) on fulminant hepatitis.

**Results:**

We showed that hWJ-MSCs effectively alleviate fulminant hepatitis in mouse models, primarily through inhibiting T cell immunity. RNA sequencing of liver tissues and human T cells co-cultured with hWJ-MSCs showed that NF-κB signaling and glycolysis are two main pathways mediating the protective role of hWJ-MSCs on both Con A-induced hepatitis in vivo and T cell activation in vitro.

**Conclusion:**

In summary, our data confirmed the potent therapeutic role of MSCs-derived from Wharton's jelly of human umbilical cord on Con A-induced fulminant hepatitis, and uncovered new mechanisms that glycolysis metabolic shift mediates suppression of T cell immunity by hWJ-MSCs.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13287-021-02560-x.

## Background

Fulminant hepatitis is an emergency clinical condition usually caused by hepatitis viral infection or toxin (or drug) exposure that mediates rapid destruction of liver functions. It is an inflammatory lesion of the liver characterized by massive liver parenchyma necrosis followed by excessive immune responses [1]. No specific therapies are currently available for fulminant hepatitis, and orthotopic liver transplantation is the sole established medical approach with long-term effects for end-stage fulminant hepatitis patients. However, practical application of liver transplantation is limited by the desperate shortage of donor organs and high costs.

Mesenchymal stem cells (MSCs) are stem cells found in almost all tissues and organs [2–5]. These cells are frequently recruited at the sites of damage or inflammation and exhibit potential to differentiate into other cell types [6–8]. Moreover, MSCs exhibited potent immunomodulatory functions both in vitro and in vivo and thus demonstrated the therapeutic potential for many inflammatory disorders, such as acute graft-versus-host disease (aGVHD) [9], rheumatoid arthritis [10], inflammatory bowel diseases [11], and so on. MSCs may modulate the immune responses through either direct cell-to-cell contact or paracrine secretion of soluble factors [12–16]. The therapeutic potential of MSCs in the treatment of liver failure has been confirmed in both preclinical and clinical trials [17–19].

Concanavalin A (Con A)-induced fulminant liver injury is a well-documented murine model closely resembling the pathological process of human viral hepatitis and autoimmune liver disease [20–23]. Previous studies showed that bone marrow-derived MSCs [19, 24–30], tonsil-derived MSCs [31], and adipose tissue-derived MSCs [32–35] effectively protect mice from Con A-induced liver injury. However, the source of MSCs in all these tissues is quite limited, and isolating MSCs from these tissues is invasive. MSCs isolated from the Wharton's jelly of human umbilical cord (which is considered as waste material) (hWJ-MSCs) provide an attractive MSCs source alternatively. hWJ-MSCs share a similar morphology, surface markers, tri-lineage differentiation potential, and potent immunomodulatory properties with MSCs from other origins. Moreover, there are sufficient sources (based on the common cell dose frequently administered to the afore-mentioned disorders (1*10^6^ cells/kg of body weight), the amount of hWJ-MSCs isolated from a single donor are frequently sufficient to treat 30 patients), suitable materials, easy isolation and culture procedures, and no ethical or moral restrictions for utilizing hWJ-MSCs [36]. These advantages make hWJ-MSCs an attractive option for stem cell-based therapy.

In this study, the therapeutic effect of hWJ-MSCs on Con A-induced fulminant liver injury was investigated, demonstrating that hWJ-MSCs could efficiently alleviate Con A-induced liver injury. Mechanistically, hWJ-MSCs suppressed the hepatic T cell infiltration and activation by inhibiting NF-κB signaling and glycolysis. The results confirmed that hWJ-MSCs transplantation is a potential therapeutic approach for treating fulminant hepatitis and uncovered new mechanisms for the immunomodulatory functions of hWJ-MSCs.

## Materials and methods

### Animals

C57BL/6J mice were purchased from GemPharmatech Co., Ltd (Nanjing, China) and housed under specific pathogen-free conditions. Experiments were performed with male animals at 6–8 weeks of age under ethical conditions approved by the Institutional Animal Care and Use Committee of The Third Affiliated Hospital of Sun Yat-sen University.

For Con A-induced fulminant hepatitis model, a single dose of Con A (Sigma Aldrich, St. Louis, MO) was administrated at 15 or 20 mg/kg (only for survival analysis) through the tail vein. PBS or 1 × 10^6^ hWJ-MSCs suspended in 200 μL PBS were transplanted intravenously (i.v) 30 min after Con A administration. Liver tissues were collected at indicated time point, and serum was collected at various time points for further analysis.

For live imaging, cells were labeled with 10 µg/ml 1,1-dioctadecyl-3,3,3,3-tetramethylindotricarbocyanine iodide (DiR; AAT Bioquest, USA) for 15 min at 37 °C according to the manufacturer’s instructions. The DiR-labeled MSCs were washed twice with PBS and transplanted into mouse i.v 30 min after Con A administration. Live imaging was conducted at different time points under anesthesia using Xenogen IVIS Lumina II.

### Isolation and culture of human WJ-MSCs

Human umbilical cord collection and processing were conducted after receiving informed consent from all participants included in the study. The hWJ-MSCs were obtained and expanded as previously described with minor modifications [37]. In summary, to isolate hWJ-MSCs, the umbilical cord was dissected into short sections of about 3 cm in length, and the vessels were manually stripped. The Wharton’s jelly was then separated from the umbilical cord and minced into small fragments with an approximate diameter of 2 mm. The minced tissues were digested by collagenase for 1 h and cultured in low-glucose DMEM supplemented with 10% heat-inactivated fetal bovine serum (FBS), 2 mM L-glutamine, and 1% penicillin–streptomycin at 37 °C in a 5% CO_2_ humidified incubator. The medium was changed every three days, and non-adherent cells were discarded by completely changing the medium. Fibroblast-like cells that were considered to be hWJ-MSCs grew around the explants in about ten days. Adherent hWJ-MSCs were detached using 0.125% trypsin–EDTA and passaged at a split ratio of 1:3 when they reached 80–90% confluence. All of the hWJ-MSCs used in this study were characterized by flow cytometry and tri-lineage differentiation. This study was approved by the Institutional Human Ethics Committee of The Third Affiliated Hospital of Sun Yat-sen University.

### Tri-lineage differentiation of hWJ-MSCs

For differentiation to osteoblasts, hWJ-MSCs were seeded into 6-well plates at a density of 4 × 10^3^/cm^2^. After the cells reached 60–70% confluence, the medium was replaced with osteoblast induction medium containing L-DMEM, 10% (v/v) FBS, 2 mM glutamine, 1% penicillin–streptomycin, dexamethasone (0.1 μM, Merck), vitamin C (50 μg/mL, Sigma-Aldrich), and β-glycerol phosphate (10 mM, Sigma-Aldrich). The medium was replaced every three days, monitoring to note cell growth and morphological changes. After three weeks of induction, osteogenic differentiation was confirmed by staining with 0.5% Alizarin Red S (v/v) (Sigma-Aldrich). For differentiation to adipocytes, hWJ-MSCs were seeded into 6-well plates at a density of 4 × 10^3^/cm^2^. After the cells reached 80–90% confluence, the medium was replaced with an adipogenic induction medium containing H-DMEM, 10% (v/v) FBS, 2 mM glutamine, 1% penicillin–streptomycin, dexamethasone (1 μM, Merck), insulin (10 μg/mL, Prospect), isobutylmethylxanthine (IBMX, 0.5 mM, Sigma-Aldrich), and indomethacin (0.2 mM, Sigma-Aldrich). The medium was replaced every three days, monitoring to note cell growth and morphological changes. After the typical lipid droplets appeared, adipogenic differentiation was confirmed by staining with Oil Red O (O0625, Sigma-Aldrich). For chondrocyte differentiation, a pellet culture system was used. Approximately 2.5 × 10^5^ MSCs were placed in a 15-ml polypropylene tube and centrifuged to form a pellet. The pellet was cultured at 37 °C in a 5% CO_2_ humidified incubator in 500 μl of chondrogenic media containing high-glucose DMEM supplemented with 10 ng/ml transforming growth factor-β3 (TGF-β3; Peprotech), 10^−7^ M dexamethasone (Sigma), 50 μg/ml ascorbate-2-phosphate (Sigma), 40 μg/ml proline, 100 μg/ml pyruvate, and 50 mg/ml ITS + Premix (BD Biosciences; final concentrations: 6.25 μg/ml insulin, 6.25 μg/ml transferrin, 6.25 μg/ml sodium selenite, 1.25 μg/ml bovine serum albumin, and 5.35 mg/ml linoleic acid). The medium was replaced every 3–4 days. Twenty-one days later, the pellets were embedded in paraffin, cut into 3-μm sections, and stained with toluidine blue.

### Flow cytometry and cell sorting

Cells were washed and stained with labeled antibody (or isotype control) according to the manufacturer’s instructions. Flow cytometry analysis was performed on either LSR II (BD) or CytoFLEX flow cytometer (Beckman Coulter, Fullerton, CA, USA), and the data were analyzed with FlowJo7.6 software (Treestar, Ashland, OR, USA). Dead cells were excluded by forward light scatter or forward light scatter plus Zombie Aqua™^.^ Fixable Viability Kit (biolegend, 423102). For fluorescent-activated cell sorting, cells were stained with the appropriate antibodies and isolated on a BD influx cell sorter (BD Biosciences, USA). Antibodies are listed in Additional file 2: Table S1.

### Co-culture of hWJ-MSCs with T cells and the proliferation assay

Human peripheral blood mononuclear cells (PBMC) were isolated by density gradient centrifugation. The T lymphocytes were then stained with CD3-FITC and sorted on a BD influx cell sorter (BD Biosciences, USA). For co-culture, hWJ-MSCs were seeded in 24-well plates and co-cultured with T cells at the ratio of hWJ-MSCs: CD3^+^ T cells = 1:5. The stimulant was phytohaemagglutinin (PHA, Sigma-Aldrich) at a final concentration of 2.5 μg/mL. Following co-culture for 48 h, CD3^+^ T cells stimulated with PHA and the CD3^+^ cells co-cultured with hWJ-MSCs in the presence of PHA were collected and analyzed using CytoFLEX flow cytometer (Beckman Coulter).

### Hematoxylin and eosin (H&E) and Picrosirius red (PSR) staining

Mouse liver tissues at the equivalent locations were fixed in 4% paraformaldehyde overnight and embedded in paraffin. Sections of 4 µm were prepared for H&E or PSR (ab150681, abcam) staining.

### Serum Alanine Aminotransferase (ALT) and Aspartate Transaminase (AST) measurements

Mouse blood was sampled at various time points after Con A administration and then centrifuged at 3000 rpm at 4 °C for 15 min to separate the serum. ALT and AST levels were measured using Hitachi 7020 automatic biochemical analyzer (Hitachi, Tokyo, Japan).

### Isolation of hepatic lymphocytes

Mouse liver tissues were collected and perfused with collagenase I to dissociate cells, followed by filtration through a 200-µm cell strainer. Hepatocytes were removed by centrifuging at 50 g for 3 min at 4 °C. Supernatants were collected and liver non-parenchymal cells were isolated with Percoll (GE Healthcare Bio-Sciences AB, Uppsala, Sweden). Cells were then resuspended in 40% Percoll, underlaid with 60% Percoll, and centrifuged for 20 min at 2,000 rpm with no brakes. Cells at the interface were collected, washed, and counted for further analysis.

### RNA sequencing

The sample preparation, sequencing, and data analysis were performed as previously described [38]. GSEA was conducted using the Gene set enrichment analysis (GSEA) software (https://www.broadinstitute.org/gsea/) [39]. Differentially expressed genes (DEGs) were identified using DESeq2 [40] on the following cutoff criteria: *p* < 0.05 and |Fc|> 1.5**.** GO and KEGG pathway analyses of the DEGs were performed using the online Database for Annotation Visualization and Integrated Discovery (DAVID) (https://david.ncifcrf.gov/), with *p* < 0.05 as the threshold for statistical significance. Sequencing data are available in the Gene Expression Omnibus (GEO) database under the accession number GSE166327 and GSE182182.

### Western blot

Approximately 20 mg of liver tissues was homogenized and lysed with 500 μl lysis buffer containing 62.5 mM Tris–HCl (PH 6.8), 2% SDS, 10% glycerol, 0.02% bromophenol blue, 50 mM DTT, and proteinase inhibitors. Proteins were separated by sodium-dodecyl-sulfate–polyacrylamide gel electrophoresis and transferred to nitrocellulose membrane, blocked with TBS/T containing 5% non-fat dry milk, and analyzed for target proteins with specific primary antibodies listed in Additional file 2: Table S1.

### Statistical analysis

All results were expressed as mean ± SD. Statistical comparison was made using the two-tailed Student’s *t*-test between two groups or one-way ANOVA for multi-group comparison. *p* < 0.05 was considered significant. Analyses and graphs were performed using GraphPad Prism version 7 (San Diego, CA).

## Results

### hWJ-MSCs effectively protected mice from Con A-induced fulminant hepatitis

Like MSCs of other origins and previous reports [2, 3], hWJ-MSCs were strongly positive for CD29, CD73, CD105, and CD90, whereas negative for hematopoietic stem cell markers such CD34 and CD45 (Additional file 1: Figure S1A). The cells showed typical spindle-shaped fibroblastic morphology (Additional file 1: Figure S1B) and were successfully induced to differentiate into osteoblasts, adipocytes, and chondrocytes (Additional file 1: Figure S1C).

hWJ-MSCs demonstrated significant protection on Con A-induced death (Fig. 1A, B). A sub-lethal dose of Con A (15 mg/kg) was then administrated to study the mechanism of hWJ-MSCs-mediated protection on Con A-induced liver injury. The hWJ-MSCs group showed significant decrease of serum ALT and AST activities (two liver injury markers) at 6, 12, 24, and 48 h after Con A administration, indicating an immediate, effective improvement of Con A-induced liver injury by hWJ-MSCs (Fig. 1C, D). Gross liver appearance and histological analysis at 24 h showed that hWJ-MSCs effectively ameliorated Con A-induced hepatocyte necrosis, disseminated hemorrhage and collagen deposition (Fig. 1E, F, and Additional file 1: Figure S1D). Live imaging showed that transplanted MSCs mainly localized in the liver and the lungs (Fig. 1G, H). These results confirm that hWJ-MSCs effectively protected the mouse from Con A-induced liver injury in vivo.

**Fig. 1:**
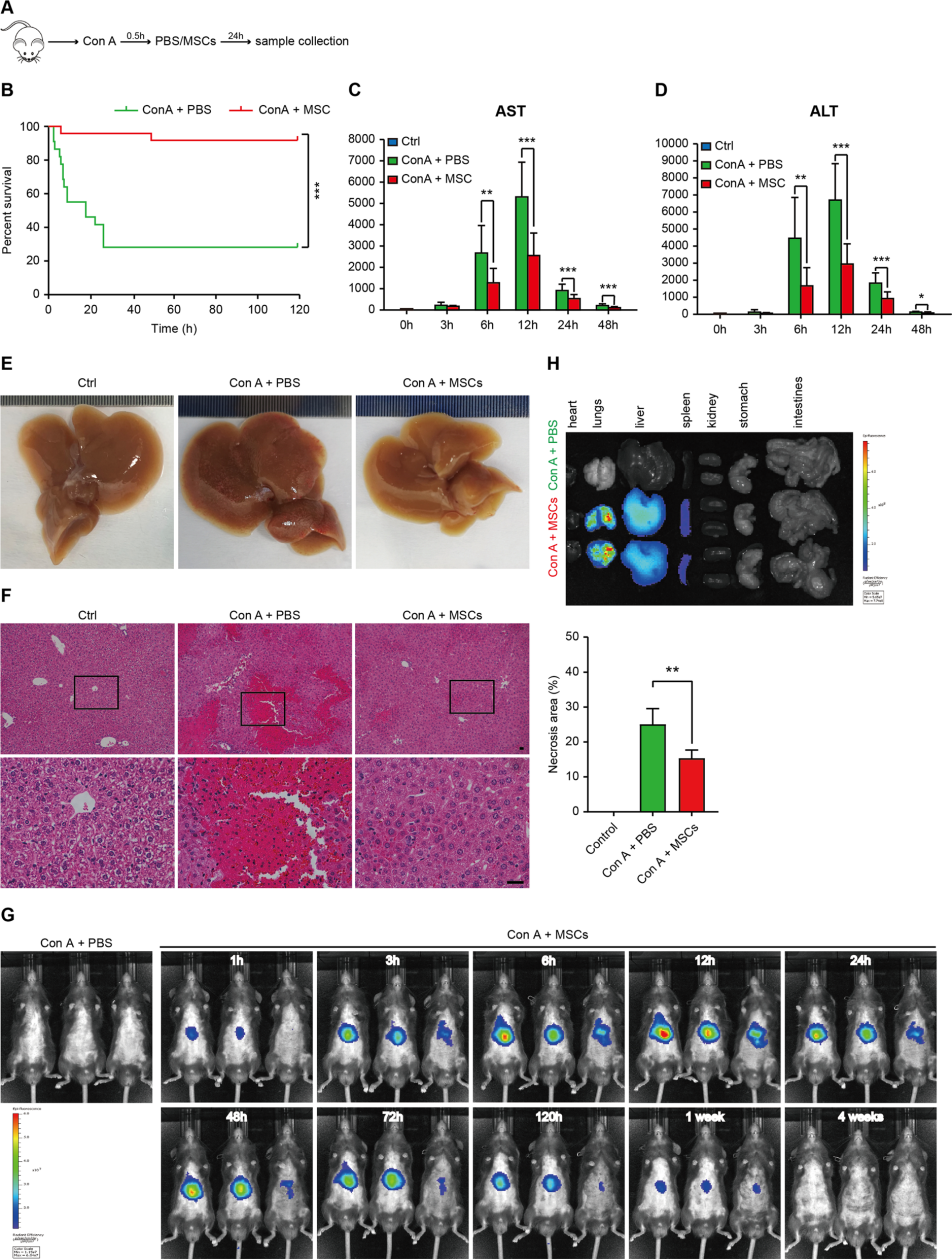
hWJ-MSCs effectively protected mouse from Con A-induced fulminant hepatitis. **A** Schematic illustration of the experimental design*.* **B** The survival curves of mice in indicated groups within 120 h after Con A administration. **C** and **D** Serum AST (**C**) and ALT (**D**) levels were measured at indicated time point after Con A treatment in indicated groups. **E** Representative gross appearance of livers 24 h after Con A treatment in indicated groups. **F** Representative H&E staining photographs (left) and quantification of necrosis areas (right, n = 5/group) of liver tissues 24 h after Con A administration in indicated groups. Scale bar = 100 μm. Magnified images of the boxed areas were shown at the bottom. **G** Live imaging of DiR-labeled MSCs at indicated time point after Con A administration using Xenogen IVIS Lumina II. PBS was used as a negative control. **H** Imaging of different organs dissected at 24 h after Con A administration in indicated groups using Xenogen IVIS Lumina II. Data in (**B**–**D**) are shown as mean ± SD (*n* = 9–12/group) with the indicated significance (*p < 0.05, **p < 0.01, ***p < 0.001)

### hWJ-MSCs suppressed the activation of CD3^+^ hepatic T cells in Con A-induced fulminant hepatitis

The Con A-induced liver injury model is characterized by lymphocyte-induced liver damage, especially CD4^+^ T lymphocytes activation and infiltration in the liver [41]. Therefore, this model is considered a suitable mouse model for studying the pathological mechanisms of liver damage due to, for example, human viral hepatitis and autoimmune liver disease [20]. However, activation of other immune cells (including B cells, macrophages, NK cells, and NKT cells) has also contributed to Con A-induced hepatitis [21, 42–44]. To determine which immune cells hWJ-MSCs modulate in the liver, liver non-parenchymal cells of control, Con A + PBS group, and Con A + hWJ-MSCs group were isolated 24 h after Con A administration. Flow cytometry analysis was undertaken to determine which subpopulations were changed by hWJ-MSCs (Fig. 2A). The results showed that the number of CD3^+^ T cells and F4/80 + macrophages was increased after Con A administration, while CD19^+^ B lymphocytes and NK1.1^+^ NK/NKT cells were decreased (Fig. 2B). However, only the CD3^+^ T cell (especially CD3^+^CD4^+^ T cell) ratio recovered after the treatment with hWJ-MSCs (Fig. 2B, C). These results infer that hWJ-MSCs alleviate Con A-induced hepatitis primarily through suppressing hepatic CD3^+^ T cells.

**Fig. 2:**
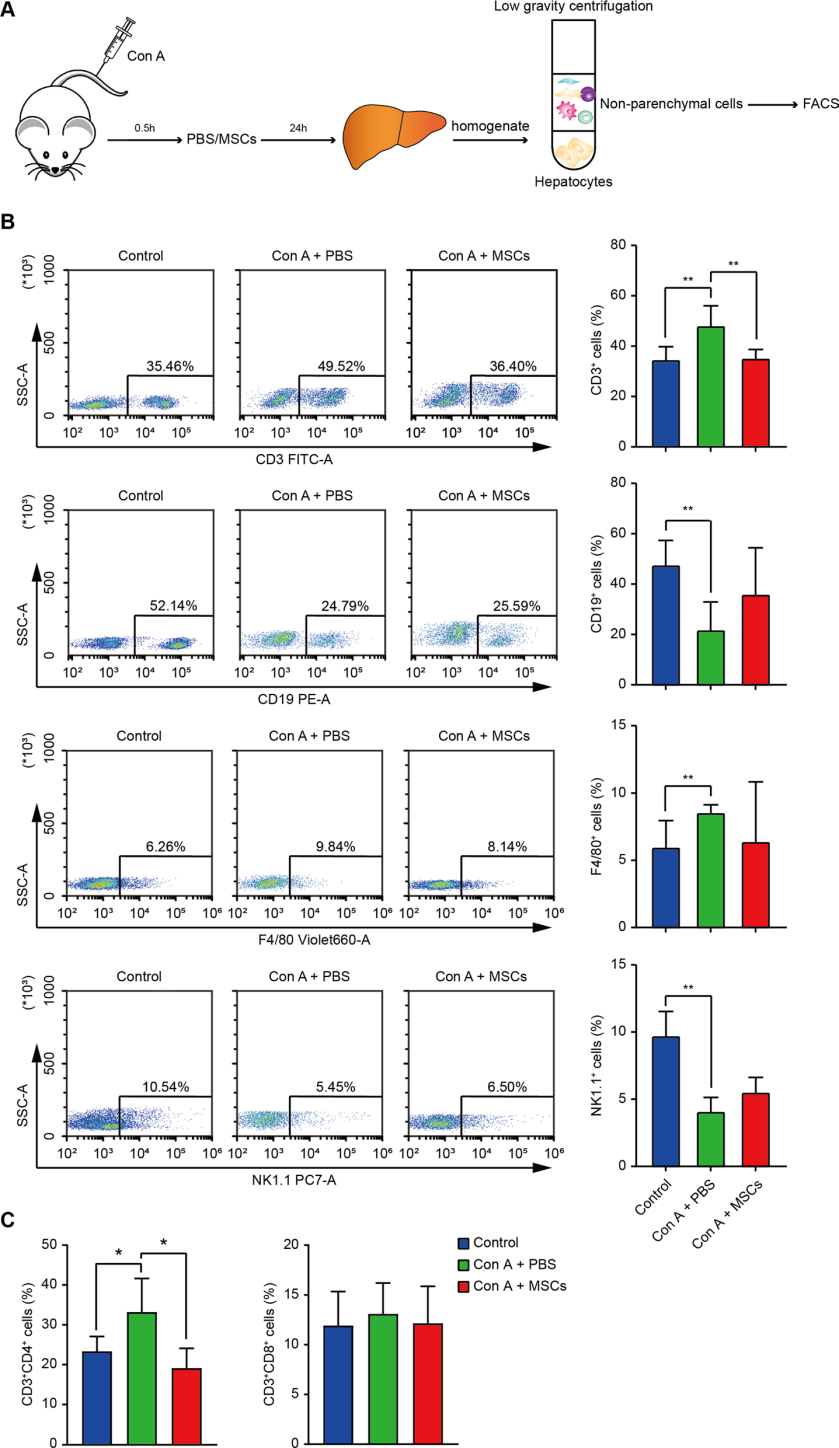
hWJ-MSCs suppressed the activation of CD3^+^ hepatic T cells in Con A-induced fulminant hepatitis. **A** Schematic illustration of the experimental design. **B** Representative plots (left) and quantification (right) of flow cytometry analysis for CD3, CD19, F4/80 and NK1.1 expression in CD45^+^ liver non-parenchymal cells 24 h after Con A administration in indicated groups. **C** Quantification of flow cytometry analysis for CD3^+^CD4^+^ and CD3^+^CD8^+^ T cell ratio in CD45^+^ liver non-parenchymal cells 24 h after Con A administration in indicated groups. Data in **B** and **C** is shown as mean ± SD (n = 5–9/group) with the indicated significance (*p < 0.05, **p < 0.01)

### Transcriptional analysis of mechanisms hWJ-MSCs alleviate Con A-induced fulminant hepatitis in vivo

The RNA sequencing for liver tissues of the control group, Con A + PBS group, and Con A + hWJ-MSCs group 24 h after Con A administration was performed, to further characterise the mechanisms via which hWJ-MSCs alleviate Con A-induced hepatitis (Additional file 3: Table S2). 

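Liver RNA from 12 mice was sequenced as 150-bp paired-end reads, with 4 mice in each of the control, Con A + PBS and Con A + hWJ-MSCs groups. Con A, a plant lectin that activates T cells, was given at 15 mg/kg, and PBS or hWJ-MSCs, stromal cells of the human umbilical cord, followed 30 min later. The paper gives 1000000 cells per mouse and mice of 6 to 8 weeks, while the sample labels give 2000000 cells and 8 to 10 weeks. The authors deposited one whole-number value for each of 11289 genes in each mouse, the same values as in Table S2 in all 1999 rows of that table that could be read. These values had already been normalized between mice. Their totals were between 17651153 and 17654191 (median 17653709.5) in the control group, between 17649654 and 17656982 (median 17656075) in the Con A + PBS group and between 17655715 and 17657159 (median 17656869) in the Con A + hWJ-MSCs group, and in each mouse 10 genes shared the largest value, 341028. The totals are therefore not sequencing depth, and the depth is unknown. Every gene reached at least 64 in 2 or more mice, so genes of lower value had been left out, and changes of the highest genes are limited by the shared largest value. Values were compared as log2(value + 1) with limma, in one fit of all 12 mice with a trend in the variance and no further normalization, and fold changes on this scale understate the change of low genes. A gene was called at a Benjamini-Hochberg adjusted p below 0.05 and a fold change above 1.5. For gene lists, the list mean was taken in each mouse and compared by a two-sided exact permutation test, in which 4 mice against 4 cannot give a p below 0.0286. Gene positions are those that the authors give for 1 transcript of each gene. Of the 11168 transcripts found in GENCODE M21, an annotation of GRCm38, 11165 overlap their position there and 8004 have the same start and end. On the first principal component, which held 64.8% of the variance, the control mice lay between -79.6 and -66.9, the Con A + PBS mice between 37.5 and 63.8, and the Con A + hWJ-MSCs mice between -0.879 and 33.2.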

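The direction of change was computed for 18 gene lists written by hand for the processes named in Fig. 3 and Figure S2, since the gene sets used for GSEA were not used here. In Con A + PBS versus control, 17 of the 18 lists had a Benjamini-Hochberg adjusted p below 0.05 by limma's camera test, of which 14 were raised and 3 were lowered. In Con A + hWJ-MSCs versus Con A + PBS the number was 16, of which 4 were raised and 12 were lowered, and it was also 16 with the replicate number as a block. All 18 lists had mean log2 fold changes of opposite sign in the comparisons. With limma's fry in place of camera, the gene lists, direction of change, Con A + hWJ-MSCs versus Con A + PBS, numbered 14, without Myc targets and the unfolded protein response. The camera count is near its limit of 18 and did not tell the real groups from splits in which 1 mouse changed sides, since 9 such splits of the control and Con A + PBS mice gave at least as many lists. The splits with 2 mice of each group on each side gave 1 to 9 for these groups. For the Con A + hWJ-MSCs and Con A + PBS mice they gave 2 to 14, against 16 in the real groups. The exact permutation test, which counts mice and not genes, separated the groups completely in all 18 lists for Con A + PBS versus control and in 11 lists for Con A + hWJ-MSCs versus Con A + PBS. In Con A + hWJ-MSCs versus control, 17 of the 18 lists still separated the groups completely. The share of the Con A change that was undone, computed from the list mean of each Con A + hWJ-MSCs mouse, ran from 18.5% for the E2F targets list to 102% for the oxidative phosphorylation list. The control and Con A + PBS means were held fixed in it, so its SD leaves out the spread of those mice.

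**Figure D1:**
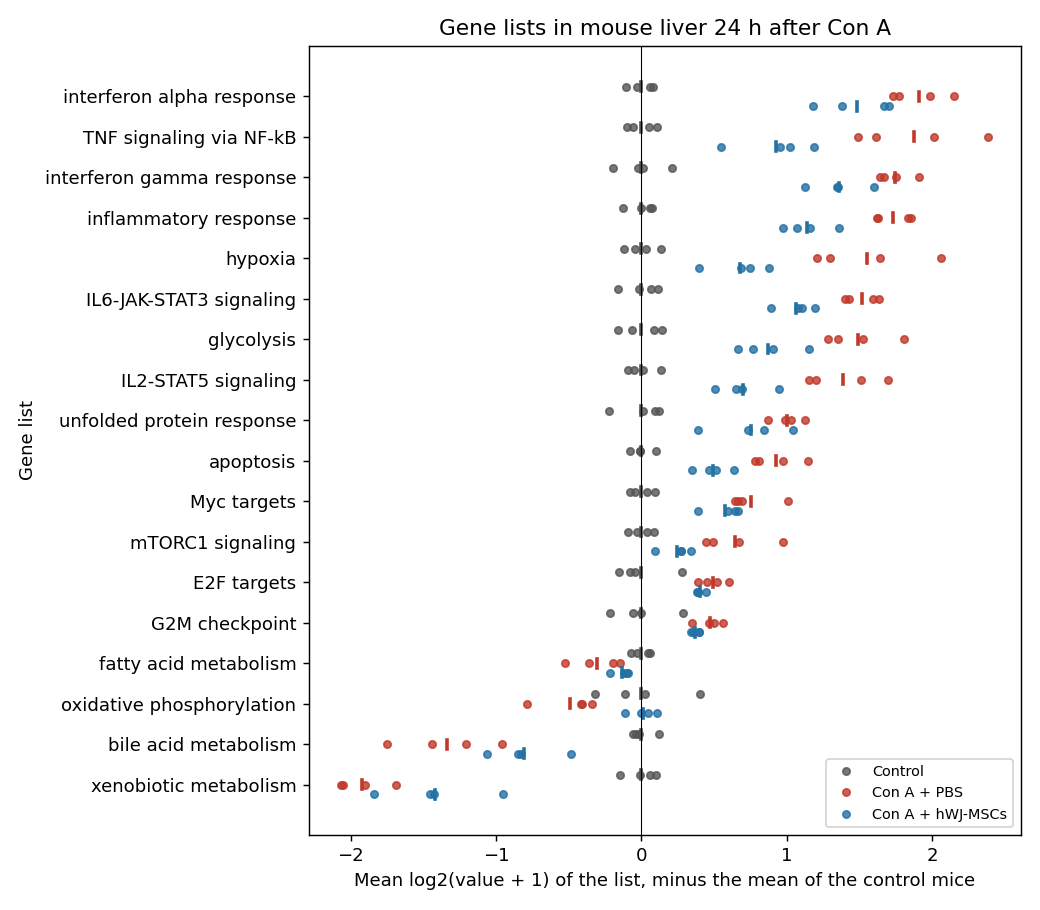
Mean log2(value + 1) of each of the 18 gene lists, as the difference from the mean of the control mice, in control, Con A + PBS and Con A + hWJ-MSCs livers. Each point is 1 mouse (n = 4 per group) and each bar is the group mean. In 11 lists the Con A + hWJ-MSCs mice do not overlap the Con A + PBS mice.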

Gene set enrichment analysis (GSEA) showed that almost all (35/36) pathways significantly changed in the Con A + PBS group versus the control group were recovered in the Con A + hWJ-MSCs group (Fig. 3A). We found that crucial liver functions, such as bile acid metabolism, xenobiotic metabolism, and fatty acid metabolism, were repressed in the Con A + PBS group and reconstituted in the Con A + hWJ-MSCs group (Fig. 3B–D). 

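The 40 genes of the bile acid metabolism list changed by a mean log2 fold change of -1.34 in Con A + PBS versus control. The limma camera test gave a Benjamini-Hochberg adjusted p of 7.3e-06. The mean change in Con A + hWJ-MSCs versus Con A + PBS was 0.53 (limma camera, Benjamini-Hochberg adjusted p = 6.6e-04). For the xenobiotic metabolism list (60 genes) the mean changes were -1.93 (limma camera, Benjamini-Hochberg adjusted p = 5.6e-13) in the first comparison and 0.51 (limma camera, Benjamini-Hochberg adjusted p = 2.8e-06) in the second. For the fatty acid metabolism list (42 genes) the mean changes were -0.31 (limma camera, Benjamini-Hochberg adjusted p = 0.056) in the first comparison and 0.18 (limma camera, Benjamini-Hochberg adjusted p = 0.0131) in the second. The list means of all 4 Con A + PBS mice were below those of all 4 control mice in each of these lists (exact permutation p = 0.0286). Between the Con A + hWJ-MSCs and Con A + PBS mice the list means overlapped, with an exact permutation p of 0.0571 for bile acid metabolism, 0.0571 for xenobiotic metabolism and 0.0857 for fatty acid metabolism. With the replicate number as a block, limma's camera gave Benjamini-Hochberg adjusted p of 0.00126 for bile acid, 8.8e-07 for xenobiotic and 0.0177 for fatty acid metabolism. In all 4 same-numbered pairs, which are different animals, the Con A + hWJ-MSCs mouse had the higher mean for bile acid and xenobiotic metabolism, and in 3 of the 4 for fatty acid metabolism, but 4 pairs are too few for an exact paired test to reach a p below 0.05. The share of the Con A change undone was 39.7% ± 17.8 (SD, n = 4) for bile acid, 26.4% ± 18.8 (SD, n = 4) for xenobiotic and 57.3% ± 18.8 (SD, n = 4) for fatty acid metabolism. Akr1d1, a reductase of bile acid synthesis, lies on chromosome 6 from 37530173 to 37568815 and had values of 4348 ± 554 in control, 126 ± 67.6 in Con A + PBS and 752 ± 574 in Con A + hWJ-MSCs livers (SD, n = 4 mice each). Con A changed Akr1d1 by a log2 fold change of -5.22 (limma, Benjamini-Hochberg adjusted p = 3.2e-06). The change with hWJ-MSCs was 2.38 (limma, Benjamini-Hochberg adjusted p = 0.0203). Akr1d1 lost this call in 3 of the 12 fits without 1 mouse. The value of Cyp3a25 (a cytochrome P450 of drug metabolism; chromosome 5 from 145977196 to 146009617) was 11041 ± 2592, 418 ± 128 and 1357 ± 534 (SD, n = 4) in the control, Con A + PBS and Con A + hWJ-MSCs groups. On the log2 scale Cyp3a25 changed by -4.74 (limma, Benjamini-Hochberg adjusted p = 2.5e-07) after Con A. It changed by 1.65 (limma, Benjamini-Hochberg adjusted p = 0.0188) with hWJ-MSCs. Leaving out 1 mouse at a time, 3 of 12 fits did not call Cyp3a25 with hWJ-MSCs. The value of Acsm5 (a medium-chain acyl-CoA synthetase; chromosome 7 from 119526304 to 119543793) was 1766 ± 52.7, 218 ± 72.6 and 457 ± 142 (SD, n = 4) in the control, Con A + PBS and Con A + hWJ-MSCs groups. After Con A its log2 fold change was -3.07 (limma, Benjamini-Hochberg adjusted p = 1.5e-06). With hWJ-MSCs it was 1.08 (limma, Benjamini-Hochberg adjusted p = 0.0255). The call with hWJ-MSCs was lost in 4 of the 12 fits that each left out 1 mouse. The paper states from these pathways that liver functions were repressed after Con A and reconstituted with hWJ-MSCs.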

Also, inflammatory response pathways including IL2-STAT5, TNFα signaling via NF-κB, IFNα, and IFNγ response were among the most significantly enriched gene pathways in the Con A + PBS group, whereas repressed in the Con A + hWJ-MSCs group (Fig. 3B, E). 

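The 82 genes of the TNF signaling via NF-κB list changed by a mean log2 fold change of 1.87 in Con A + PBS versus control. The limma camera test gave a Benjamini-Hochberg adjusted p of 2.1e-13. The mean change in Con A + hWJ-MSCs versus Con A + PBS was -0.95 (limma camera, Benjamini-Hochberg adjusted p = 1.9e-16). For the IL2-STAT5 signaling list (43 genes) the mean changes were 1.39 (limma camera, Benjamini-Hochberg adjusted p = 3.7e-06) in the first comparison and -0.69 (limma camera, Benjamini-Hochberg adjusted p = 1.3e-07) in the second. For the interferon alpha response list (71 genes) the mean changes were 1.91 (limma camera, Benjamini-Hochberg adjusted p = 9.8e-20) in the first comparison and -0.43 (limma camera, Benjamini-Hochberg adjusted p = 3.0e-07) in the second. For the interferon gamma response list (85 genes) the mean changes were 1.74 (limma camera, Benjamini-Hochberg adjusted p = 6.5e-14) in the first comparison and -0.39 (limma camera, Benjamini-Hochberg adjusted p = 1.8e-05) in the second. In each of these lists the Con A + hWJ-MSCs mice lay completely below the Con A + PBS mice (exact permutation p = 0.0286) and completely above the control mice (exact permutation p = 0.0286). The share of the Con A change undone was 50.6% ± 14.5 (SD, n = 4) for TNF signaling, 49.6% ± 13.2 (SD, n = 4) for IL2-STAT5, 22.4% ± 13.1 (SD, n = 4) for interferon alpha and 22.1% ± 11.2 (SD, n = 4) for interferon gamma. Of the 43 IL2-STAT5 genes, which are 61.4% of the genes listed, those found in no other list had a mean change of -0.09 after Con A. Cxcl9, a chemokine induced by interferon gamma, lies on chromosome 5 from 92321331 to 92328079 and had values of 269 ± 59.4 in control, 106650.5 ± 47945 in Con A + PBS and 29033 ± 20083 in Con A + hWJ-MSCs livers (SD, n = 4 mice each). Con A changed Cxcl9 by a log2 fold change of 8.53 (limma, Benjamini-Hochberg adjusted p = 4.9e-08). The change with hWJ-MSCs was -1.99 (limma, Benjamini-Hochberg adjusted p = 0.0235). Cxcl9 lost this call in 4 of the 12 fits without 1 mouse. In 1 of the 4 control mice Cxcl9 lay well below the other 3. The value of Gbp2 (an interferon-induced GTPase; chromosome 3 from 142620602 to 142638008) was 168 ± 44.2, 10632 ± 2408 and 5218 ± 3206 (SD, n = 4) in the control, Con A + PBS and Con A + hWJ-MSCs groups. On the log2 scale Gbp2 changed by 5.99 (limma, Benjamini-Hochberg adjusted p = 1.6e-07) after Con A. It changed by -1.18 (limma, Benjamini-Hochberg adjusted p = 0.0468) with hWJ-MSCs. Leaving out 1 mouse at a time, 9 of 12 fits did not call Gbp2 with hWJ-MSCs.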

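The 65 genes of the apoptosis list changed by a mean log2 fold change of 0.93 in Con A + PBS versus control. The limma camera test gave a Benjamini-Hochberg adjusted p of 1.3e-05. The mean change in Con A + hWJ-MSCs versus Con A + PBS was -0.44 (limma camera, Benjamini-Hochberg adjusted p = 4.8e-06). For the E2F targets list (67 genes) the mean changes were 0.49 (limma camera, Benjamini-Hochberg adjusted p = 2.4e-04) in the first comparison and -0.09 (limma camera, Benjamini-Hochberg adjusted p = 0.0564) in the second. For the G2M checkpoint list (47 genes) the mean changes were 0.47 (limma camera, Benjamini-Hochberg adjusted p = 2.4e-04) in the first comparison and -0.10 (limma camera, Benjamini-Hochberg adjusted p = 0.0639) in the second. For the Myc targets list (106 genes) the mean changes were 0.75 (limma camera, Benjamini-Hochberg adjusted p = 1.9e-12) in the first comparison and -0.18 (limma camera, Benjamini-Hochberg adjusted p = 0.00137) in the second. Between the Con A + hWJ-MSCs and Con A + PBS mice, the list means separated completely for apoptosis (exact permutation p = 0.0286) and overlapped for E2F targets (exact permutation p = 0.0857), the G2M checkpoint (exact permutation p = 0.114) and Myc targets (exact permutation p = 0.0571). The Reactome set for the mitotic cell cycle changed by -0.089 and separated these mice completely (exact permutation p = 0.0286). With the replicate number as a block, limma's camera gave Benjamini-Hochberg adjusted p of 0.0662 for E2F targets, 0.0832 for the G2M checkpoint and 0.00122 for Myc targets. Myc targets were not called with limma's fry (Benjamini-Hochberg adjusted p = 0.149). The test of list means is unpaired, and in each of the 4 same-numbered pairs the Con A + hWJ-MSCs mouse had the lower mean in these 3 lists. The Con A + hWJ-MSCs mice remained above the control mice by a mean log2 fold change of 0.49 for apoptosis, 0.40 for E2F targets, 0.37 for the G2M checkpoint and 0.57 for Myc targets, each with an exact permutation p of 0.0286.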

Consistent with the phenomenon of massive hepatocyte necrosis and activation of immune cells, apoptosis pathway and cell cycle-related pathways (including E2F targets, G2M checkpoints, and Myc targets) were activated in the Con A + PBS group, and both pathways returned to the resting state in the Con A + hWJ-MSCs group (Additional file 1: Figure S2A and 2B), consistent with the observation of decreased hepatocyte necrosis (Fig. 1F) and suppressed T cell infiltration in the liver (Fig. 2B) after hWJ-MSCs treatment. Notably, we also observed significant changes in other metabolism pathways, including activation of glycolysis, mTORC1, and hypoxia response after Con A administration and corresponding recovery following hWJ-MSCs infusion. However, the oxidative phosphorylation pathways showed the opposite tendency (Fig. 3F, Additional file 1: Figure S2C). 

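The 21 genes of the glycolysis list changed by a mean log2 fold change of 1.49 in Con A + PBS versus control. The limma camera test gave a Benjamini-Hochberg adjusted p of 1.4e-05. The mean change in Con A + hWJ-MSCs versus Con A + PBS was -0.62 (limma camera, Benjamini-Hochberg adjusted p = 3.9e-06). For the mTORC1 signaling list (89 genes) the mean changes were 0.65 (limma camera, Benjamini-Hochberg adjusted p = 2.0e-05) in the first comparison and -0.40 (limma camera, Benjamini-Hochberg adjusted p = 1.6e-07) in the second. For the hypoxia list (81 genes) the mean changes were 1.55 (limma camera, Benjamini-Hochberg adjusted p = 3.6e-09) in the first comparison and -0.88 (limma camera, Benjamini-Hochberg adjusted p = 1.0e-15) in the second. The list means of the Con A + hWJ-MSCs mice were all below those of the Con A + PBS mice in these 3 lists (exact permutation p = 0.0286). The Reactome glycolysis set changed less, by 0.56 after Con A (limma camera, Benjamini-Hochberg adjusted p = 0.0718) and -0.20 with hWJ-MSCs (limma camera, Benjamini-Hochberg adjusted p = 0.0304), and its means overlapped between the Con A groups (exact permutation p = 0.0571). They separated the Con A + PBS and control mice completely (exact permutation p = 0.0286). The share of the Con A change undone was 41.4% ± 14.2 (SD, n = 4) for glycolysis, 62.2% ± 16.6 (SD, n = 4) for mTORC1 signaling and 56.4% ± 13.1 (SD, n = 4) for hypoxia. Slc16a3, a lactate transporter, lies on chromosome 11 from 120948480 to 120958775 and had values of 7.00 ± 1.41 in control, 404 ± 68.6 in Con A + PBS and 138 ± 64.4 in Con A + hWJ-MSCs livers (SD, n = 4 mice each). After Con A its log2 fold change was 5.66 (limma, Benjamini-Hochberg adjusted p = 8.7e-08). With hWJ-MSCs it was -1.65 (limma, Benjamini-Hochberg adjusted p = 0.0188). The call with hWJ-MSCs was lost in 3 of the 12 fits that each left out 1 mouse.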

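The 80 genes of the oxidative phosphorylation list changed by a mean log2 fold change of -0.49 in Con A + PBS versus control. The limma camera test gave a Benjamini-Hochberg adjusted p of 1.1e-07. The mean change in Con A + hWJ-MSCs versus Con A + PBS was 0.50 (limma camera, Benjamini-Hochberg adjusted p = 8.9e-15). Of its genes, 32 were called down after Con A and 14 were called up with hWJ-MSCs. The list mean was 10.80 ± 0.31 in control, 10.32 ± 0.20 in Con A + PBS and 10.81 ± 0.09 in Con A + hWJ-MSCs livers on the log2 scale (SD, n = 4). Both changes separated the groups completely (exact permutation p = 0.0286), while the Con A + hWJ-MSCs and control mice did not differ (exact permutation p = 0.943). The share of the Con A change undone was 102% ± 19.0 (SD, n = 4). This SD leaves out the spread of the control and Con A + PBS mice. The lowest control mean was 10.48 and the highest Con A + PBS mean 10.46, so the size of the share is less certain than its SD. Ndufb2, a subunit of respiratory complex I, lies on chromosome 6 from 39592574 to 39603382 and had values of 894 ± 269 in control, 410.2 ± 101 in Con A + PBS and 751 ± 135 in Con A + hWJ-MSCs livers (SD, n = 4 mice each). Con A changed Ndufb2 by a log2 fold change of -1.11 (limma, Benjamini-Hochberg adjusted p = 0.0012). The change with hWJ-MSCs was 0.89 (limma, Benjamini-Hochberg adjusted p = 0.0316). Ndufb2 lost this call in 6 of the 12 fits without 1 mouse.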

In total, 562/674 upregulated and 546/726 downregulated genes in Con A + hWJ-MSCs group compared to Con A + PBS group showed opposite expression tendencies in the Con A + PBS group versus the control group (Additional file 1: Figure S2D and 2E), demonstrating significant molecular changes following hWJ-MSC treatment. 

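In Con A + hWJ-MSCs versus Con A + PBS, 474 genes were called up and 495 down with limma. Of the genes called up, 395 (83.3%) were called down in Con A + PBS versus control, and of those called down, 390 (78.8%) were called up there. The number called depended on single mice and ran from 7 to 1575 genes across the 12 fits that each left out 1 mouse. With the replicate number as a block, the DEG counts, Con A + hWJ-MSCs versus Con A + PBS, summed to 1297 and the opposite-direction overlap to 1023 genes. Same-numbered mice of the 2 Con A groups had a mean correlation of their deviations from the group means of 0.122. Of the 2206 genes called up after Con A, 17.7% were called down with hWJ-MSCs, and the median gene lost 32.6% of its change. The median over the 2173 genes called down was 36.0%. Because both comparisons use the same Con A + PBS mice, a high Con A + PBS value moves both fold changes, in opposite directions. With 2 of the Con A + PBS mice in one comparison and the other 2 in the other, the median share undone of raised genes was 29.3%, as the median of the 6 such assignments. From the opposite directions, the paper concludes that molecular changes followed hWJ-MSC treatment.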

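Each of the 18 gene lists was compared with the genes called in opposite directions by Fisher's exact test against all 11289 genes, with Benjamini-Hochberg adjustment over the lists. 3 lists were over-represented among the genes lowered by Con A and raised with hWJ-MSCs, and 9 among those raised and then lowered. Fisher's exact test counts genes as independent, so its p-values do not measure the spread between mice. The genes tested also depended on single mice. Those raised by Con A and lowered with hWJ-MSCs numbered 390. Without Con A + PBS mouse 1, or without Con A + hWJ-MSCs mouse 3, they numbered 1. The lists stand in for the GO and KEGG terms of the paper, which were not used here.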

GO and KEGG pathway analysis of differentially expressed genes (DEGs) showed similar results to the GSEA analysis, confirming metabolism and inflammatory pathways are the primary pathways mediating the therapeutic effects of hWJ-MSCs on Con A-induced hepatitis (Additional file 1: Figure S3 and S4).

**Fig. 3:**
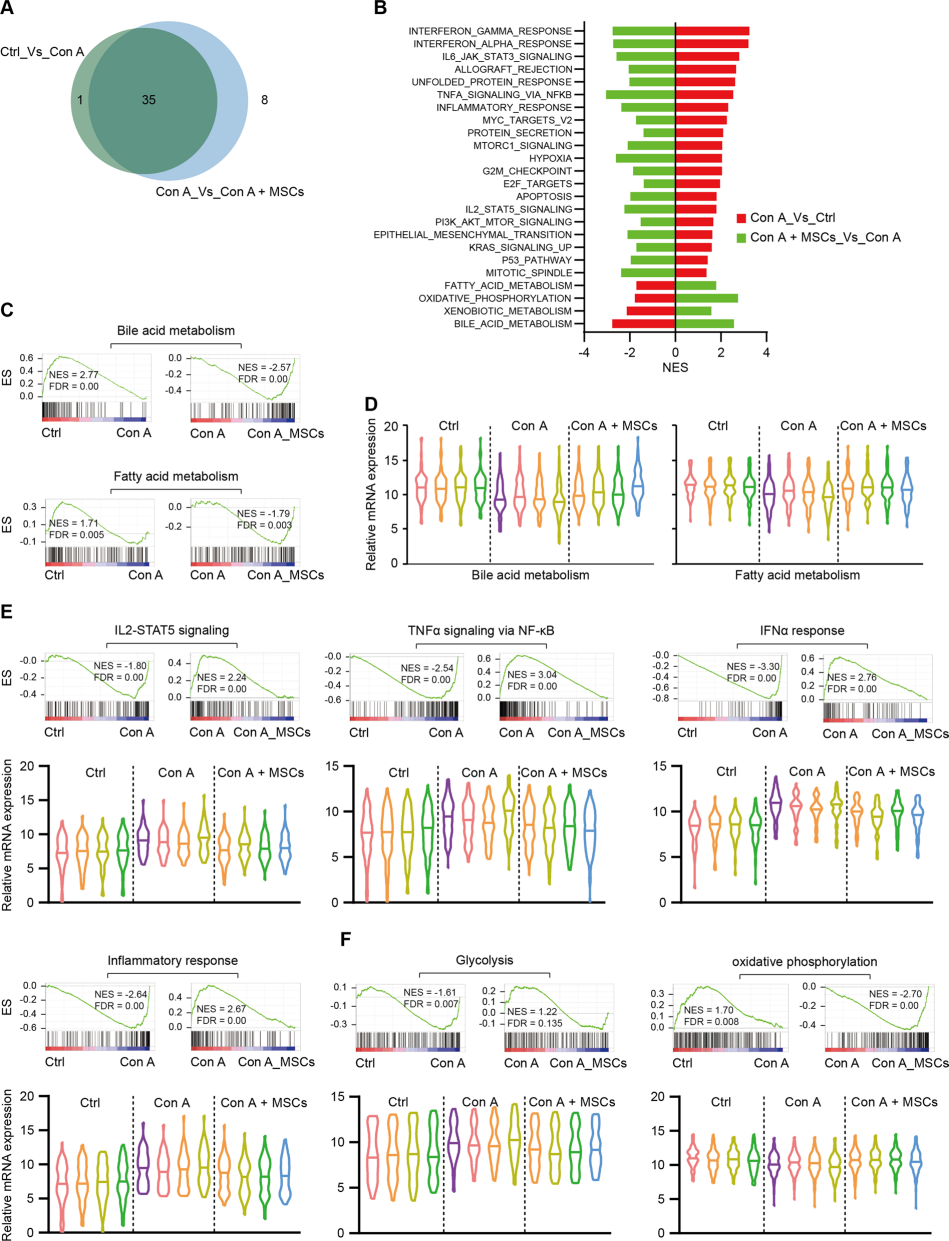
RNA sequencing of liver tissues showing alleviation of Con A-induced mouse liver injury by hWJ-MSCs. **A** Venn diagrams showing significantly enriched gene pathways of Control (Ctrl, also here after in similar experiments) versus Con A group and Con A versus Con A + MSCs group by GSEA analysis*.* **B** Bar plot showing normalized enrichment score (NES) of significantly changed GSEA pathways of Control versus Con A group and Con A versus Con A + MSCs group in GSEA analysis. **C** GSEA analysis showing bile acid metabolism (upper) and fatty acid metabolism (lower), were enriched in indicated groups. **D** Violin plots showing relative mRNA level of genes involved in bile acid metabolism (left) and fatty acid metabolism (right) in indicated groups, 4 individuals were shown for each group. **E** and **F** GSEA analysis showing enrichment of indicated gene sets (upper) and violin plots showing relative mRNA level of involved genes in indicated groups (lower). NES, normalized enrichment score; FDR, false discovery rate; GSEA, gene set enrichment analysis

### Bioinformatic analysis of mechanisms hWJ-MSCs inhibit the activation and proliferation of T cells in vitro

Since Con A-induced fulminant hepatitis is mainly T cell-mediated hepatic injury, and treatment with hWJ-MSCs could ameliorate Con A-induced liver injury principally by reducing CD3^+^ T cell infiltration (Fig. 2B), to further investigate the mechanisms by which hWJ-MSCs function, we performed RNA sequencing analysis of naïve T cells, activated T cells, and activated T cells co-cultured with hWJ-MSCs (Additional file 4: Table S3). Like liver tissues, most (28/31) of the significantly enriched pathways comparing T cells versus activated T cells were recovered when comparing activated T cells versus activated T cells co-cultured with hWJ-MSCs (Fig. 4A), indicating a strong suppression of T cell immunity by hWJ-MSCs. GSEA analysis showed that similar to Con A-induced liver injury models, inflammatory pathways, such as IL-2-STAT5, TNFα signaling via NF-κB (Fig. 4B, C), cell cycle-related pathways (Additional file 1: Figure S5A), and metabolism pathways (including glucose metabolic process, hypoxia, and mTORC1 signaling) (Fig. 4D, Additional file 1: Figure S5B) were enriched in activated T cells and repressed in activated T cells co-cultured with hWJ-MSCs. Interestingly, unlike in liver tissues, oxidative phosphorylation pathways were activated in activate T cells (Additional file 1: Figure S5C), consistent with previous reports that both aerobic glycolysis and oxidative phosphorylation were increased in activated T cells [45]. Most of the differentially regulated genes after T cell activation recovered in activated T cells co-cultured with hWJ-MSCs (Fig. 4E, F). The KEGG pathway analysis of these differentially regulated genes confirmed significant metabolic changes among all three groups (Additional file 1: Figure S5D).

**Fig. 4:**
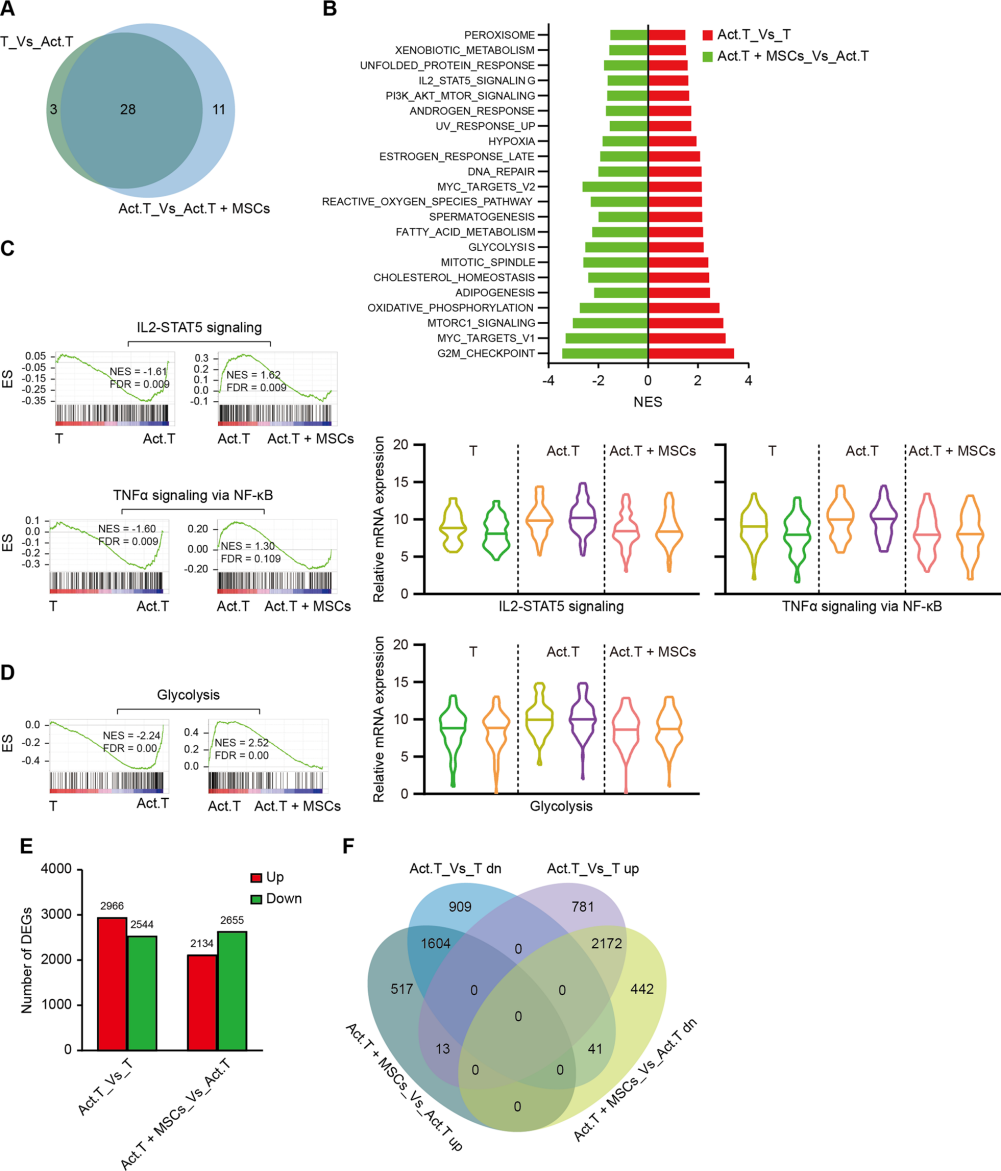
RNA sequencing of human CD3^+^ T cells showing inhibition of T cell immunity by hWJ-MSCs in vitro. **A** Venn diagrams showing significantly enriched gene pathways of naïve T cells (T) versus activated T cells (Act.T) group and Act.T versus Act.T + MSCs group by GSEA analysis. **B** Bar plot showing normalized enrichment score (NES) of significantly changed GSEA pathways of T versus Act.T group and Act.T versus Act.T + MSCs group in GSEA analysis. **C** GSEA analysis showing IL2-STAT5 and TNFα signaling via NF-κB pathways were enriched in indicated groups (left). Violin plots showing relative mRNA level of genes involved in IL2-STAT5 and TNFα signaling via NF-κB in indicated groups, 2 replicates were shown for each group (right). **D** GSEA analysis showing glycolysis enrichment in indicated groups (left) and violin plots showing relative mRNA level of genes involved in glycolysis in indicated groups (right). **E** Summary of number of differentially expressed genes (DEGs) of Act.T versus T group and Act.T + MSCs versus Act.T group. **F** Venn diagrams of the DEGs among different groups

### NF-κB signaling and glycolysis are shared pathways between the in vivo and in vitro models

The overlapped genes of the four categories were considered and analyzed: (1) downregulated in Con A + hWJ-MSCs versus Con A + PBS group, (2) upregulated in Con A + PBS versus control group, (3) downregulated in activated T cells co-cultured with hWJ-MSCs versus activated T cells, and (4) upregulated in activated T cells versus naïve T cells. 89 genes met the criteria, and the KEGG pathway analysis showed that the NF-κB signaling pathway, HIF-1α signaling, and glycolysis pathways were among the most significantly enriched pathways (Fig. 5A). 

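Of the genes that the paper shows in Fig. 5B and 5C, 4 of NF-κB signaling, Bcl2l1, Nfkb2, Nfkbia and Relb, and 5 of glycolysis, Aldoa, Hk1, Pfkl, Pfkp and Pkm, were examined in the liver values. All 9 were called up in Con A + PBS versus control and down in Con A + hWJ-MSCs versus Con A + PBS. Pkm, pyruvate kinase of muscle type, lies on chromosome 9 from 59656368 to 59679375 and had values of 320.2 ± 65.7 in control, 5160 ± 1041 in Con A + PBS and 2658 ± 815 in Con A + hWJ-MSCs livers (SD, n = 4 mice each). On the log2 scale Pkm changed by 4.01 (limma, Benjamini-Hochberg adjusted p = 9.2e-08) after Con A. It changed by -0.98 (limma, Benjamini-Hochberg adjusted p = 0.0248) with hWJ-MSCs. Leaving out 1 mouse at a time, 4 of 12 fits did not call Pkm with hWJ-MSCs. The value of Bcl2l1 (an inhibitor of apoptosis; chromosome 2 from 152780668 to 152831728) was 639 ± 39.2, 2002 ± 914 and 1064 ± 172 (SD, n = 4) in the control, Con A + PBS and Con A + hWJ-MSCs groups. After Con A its log2 fold change was 1.55 (limma, Benjamini-Hochberg adjusted p = 1.4e-04). With hWJ-MSCs it was -0.83 (limma, Benjamini-Hochberg adjusted p = 0.0402). The call with hWJ-MSCs was lost in 10 of the 12 fits that each left out 1 mouse. After Con A the log2 fold changes of the other NF-κB genes were 1.56 for Nfkb2, 1.16 for Nfkbia and 1.71 for Relb. With hWJ-MSCs Nfkb2 changed by -0.83 and Nfkbia by -0.99. The other glycolysis genes rose by 1.81 for Aldoa, 1.57 for Hk1, 1.60 for Pfkl and 2.98 for Pfkp, and with hWJ-MSCs changed by -0.75, -0.95, -0.85 and -1.41. In Con A + hWJ-MSCs versus control, Nfkbia was not called, with a log2 fold change of 0.17 (limma, Benjamini-Hochberg adjusted p = 0.547), and Pkm kept the largest difference of the 9, 3.02 (limma, Benjamini-Hochberg adjusted p = 1.2e-06).

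**Figure D2:**
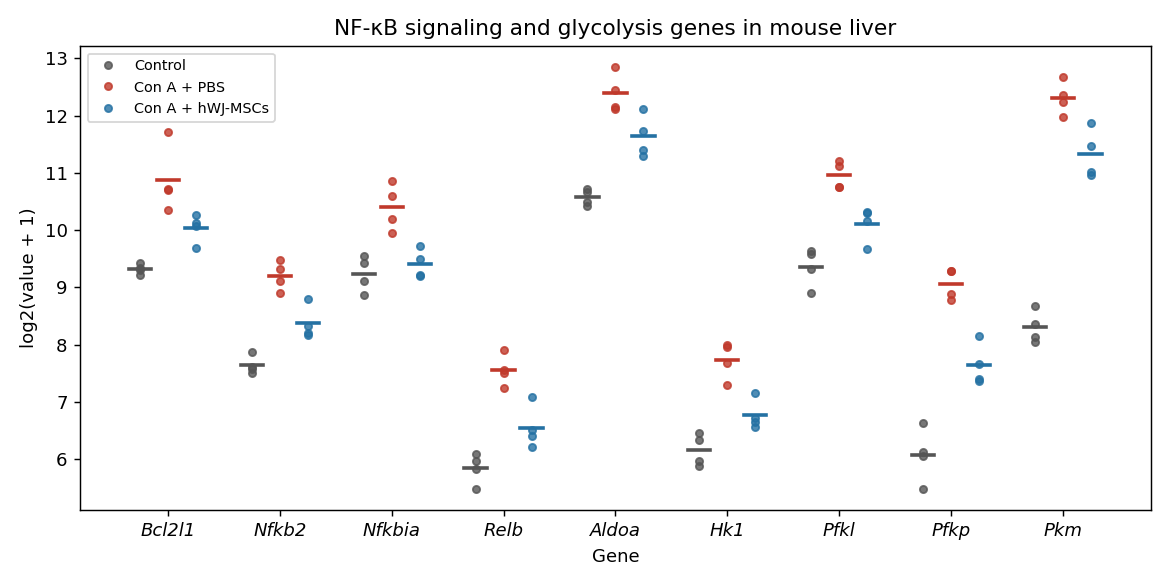
Values of the 9 genes on the log2(value + 1) scale in control, Con A + PBS and Con A + hWJ-MSCs livers. Each point is 1 mouse (n = 4 per group) and each bar is the group mean. For Pkm, the Con A + hWJ-MSCs mice lie between the other groups.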

Key genes involved in NF-κB signaling and glycolysis were upregulated in Con A-treated mouse liver tissues and activated human T cells, while all were repressed following treatment with hWJ-MSCs. As HIF-1α signaling could directly induce glycolysis under hypoxic conditions [46, 47], these results confirm that NF-κB signaling and glycolysis metabolic processes are two important pathways mediating the therapeutic function of hWJ-MSCs both in Con A-induced fulminant hepatitis in vivo and T cell activation in vitro (Fig. 5B, C). RT-qPCR and western blotting analysis of liver tissues confirmed that Con A administration indeed induced key enzymes involved in glycolysis, especially PKM2, the enzyme responsible for the last step of glycolysis, and MSCs treatment partially blunted this effect (Fig. 5D–F).

**Fig. 5:**
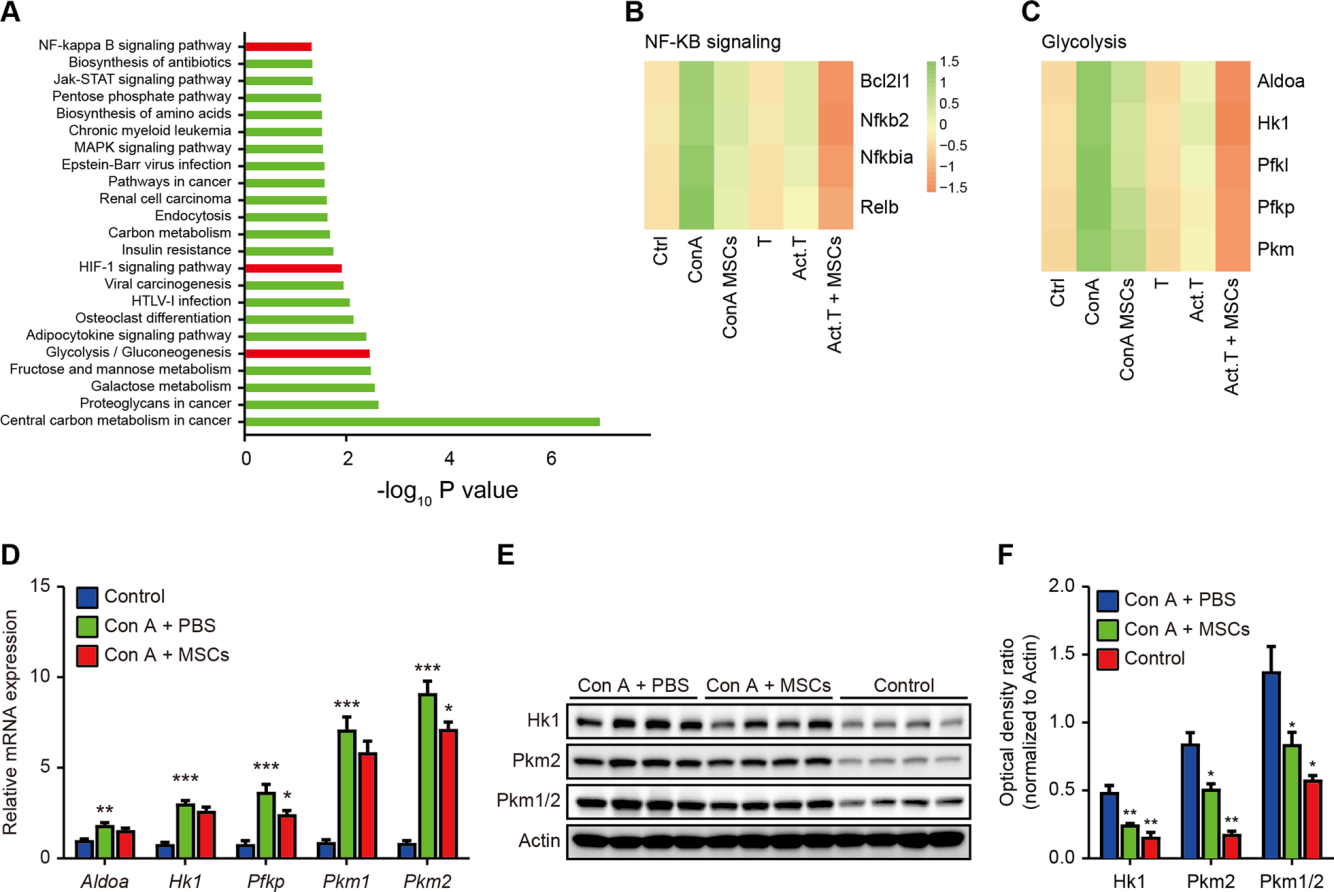
NF-κB signaling and glycolysis are shared pathways between in vivo and in vitro models. **A** KEGG pathway analysis of the overlapped DEGs between Con A + hWJ-MSCs versus Con A + PBS group, Con A + PBS versus control group, activated T cells co-cultured with hWJ-MSCs versus activated T cells and activated T cells versus naïve T cells. **B** and **C** Heatmap showing expression of key genes of NF-κB signaling pathway (**B**) and glycolysis (**C**) in indicated groups. **D** RT-qPCR for key genes involved in glycolysis in mouse liver tissues in indicated groups (*n* = 5/group). **E** and **F** Western blotting (**E**) and corresponding densitometry analysis **(F)** for key genes involved in glycolysis in mouse liver tissues in indicated groups (*n* = 4/group). Data in **D** and **F** is shown as mean ± SD with the indicated significance (*p < 0.05, **p < 0.01, ***p < 0.001). KEGG, Kyoto Encyclopaedia of Genes and Genomes

## Discussion

Ease of isolation and gene modification, low immunogenicity, chemotaxis to damaged tissues, potent immunoregulatory functions, and many other advantages infer that MSCs have tremendous potential in cell therapy and regenerative medicine [7, 48–51]. In the present study, human umbilical cord Wharton's jelly-derived MSCs were used to treat fulminant hepatitis. The results confirmed that hWJ-MSCs have significant therapeutic effects on Con A-induced fulminant hepatitis in vivo and potently inhibit T cell immunity in vitro and are as functional as MSCs from other origins [29, 31, 32].

Concanavalin A (Con A) is a plant lectin extracted from Brazilian rubber Canavalia. Con A-induced liver injury is a commonly used murine liver injury model considered suitable for studying the pathological mechanisms of human viral hepatitis and autoimmune liver disease. The changes in hemodynamics, morphology, and biochemical metabolism are similar to human viral hepatitis and autoimmune liver disease. In Con A-induced liver injury, lymphocyte (especially CD4^+^ T cell) activation and infiltration play a central role in inducing liver damage [20, 21, 42, 44, 52–54]. Con A can activate macrophages in the liver sinusoid to produce cytokines, directly damaging liver cells [55], or activate T lymphocytes to produce cytokines and infiltrate the liver, leading to immune liver damage [56]. Previous studies reported that MSCs from different origins could alleviate Con A-induced hepatitis by acting on different types of immune cells, including switching Con A-stimulated macrophages to the M2 phenotype by bone marrow-derived MSCs [29], suppression of myeloid-lineage cells and CD4^+^ T cell by adipose-derived MSCs [32], suppression of T cells by both bone marrow-derived MSCs and tonsil-derived MSCs [28, 31], and suppression of NKT cells by bone marrow-derived MSCs [26, 30]. Interestingly, our results demonstrated that hWJ-MSCs alleviate Con A-induced fulminant hepatitis primarily by suppressing hepatic CD3^+^ T cells with no significant change of macrophages, CD19^+^ B lymphocytes and NK1.1^+^ NK/NKT cells. These results indicated that MSCs from different origins might exert therapeutic outcomes through disparate mechanisms.

To further elucidate the regulatory mechanisms by which hWJ-MSCs protect Con A-induced fulminant hepatitis, RNA sequencing analysis of liver tissues was undertaken. As expected, noticeable improvement in liver functions was observed following hWJ-MSCs treatment, such as fatty acid metabolism, bile acid metabolism, and xenobiotic metabolism. Furthermore, inflammatory response and cell cycle-related pathways were significantly inhibited by hWJ-MSCs administration. Interestingly, we also observed the induction of glycolysis by Con A and its suppression after hWJ-MSCs administration. Notably, the changes of inflammatory response pathway, cell cycle-related pathway, and glycolysis were recapitulated in T cells activated in vitro and co-cultured with hWJ-MSCs.

Analysis of merged DEGs in mouse liver tissues and human T cells showed that NF-κB signaling and glycolysis were two critical pathways mediating the therapeutic function of hWJ-MSCs both in Con A-induced fulminant hepatitis in vivo and T cell activation in vitro. NF-κB is a common inflammatory signaling pathway. Previous studies reported that NF-κB is activated in Con A-induced fulminant hepatitis [57, 58] and suppressed by MSCs in different cell contexts [59–62]. Glycolysis plays an essential role in T cell immunity [63–67]. However, to the best of our knowledge, no previous studies have detailed the involvement of glycolysis in Con A-induced liver injury. Additionally, few studies reported MSCs modulating glycolysis in target cells/tissues [68]. Our data showed that glycolysis is upregulated in Con A-treated mouse liver tissues and activated human T cells. Simultaneously, it is repressed following treatment with hWJ-MSCs in both systems, indicating that glycolysis plays an important role in mediating the therapeutic outcomes of hWJ-MSCs. Further investigations are warranted to see whether targeting glycolysis with other therapeutics will alleviate Con A-induced fulminant hepatitis. Equally of interest are future studies to determine whether and how hWJ-MSCs could mitigate other T cell-mediated tissue injuries by inhibiting glycolysis.

## Conclusion

In this study, we confirmed the potent therapeutic role of MSCs-derived from human umbilical cord Wharton's jelly on Con A-induced fulminant hepatitis, and uncovered new mechanisms that glycolysis metabolic shift mediates suppression of T cell immunity by hWJ-MSCs.

## Supplementary Information

**Additional file 1**. Supplementary Figures.

**Additional file 2**. **Table S1.** Antibodies.

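The table lists for each gene a transcript, its position and a value for each of the 12 liver samples. Of its rows, 1999 could be read, and these are identical to the deposited values. The deposited values of all 11289 genes are not raw counts, since 38 of the 204 genes with a mean of at least 10000 have one value in 6 or more mice. Of the deposited rows, 16 have a symbol that another row also has.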

**Additional file 3**. **Table S2.** Expression matrix of liver tissues analyzed by RNA-sequencing.

**Additional file 4**. **Table S3.** Expression matrix of human T cells analyzed by RNA-sequencing.

## Data Availability

All data will be made available upon reasonable request to the corresponding authors.

## Abbreviations

aGVHD: Acute graft-versus-host disease
ALT: Alanine aminotransferase
AST: Aspartate transaminase
Con A: Concanavalin A
DAVID: Database for Annotation Visualization and Integrated Discovery
DEGs: Differentially expressed genes
FBS: Fetal bovine serum
GEO: Gene expression omnibus
GO: Gene ontology
GSEA: Gene set enrichment analysis
H&E: Hematoxylin and eosin
hWJ-MSCs: Human umbilical cord Wharton's jelly-derived MSCs
IBMX: Isobutylmethylxanthine
KEGG: Kyoto encyclopaedia of genes and genomes
MSCs: Mesenchymal stem cells
PBMC: Peripheral blood mononuclear cells
PHA: Phytohaemagglutinin
PKM1/2: Pyruvate kinase M1/2
PKM2: Pyruvate kinase M2
PSR: Picrosirius red

## References

[1] Ichai P, Samuel D (2008). Etiology and prognosis of fulminant hepatitis in adults. Liver Transpl.

[2] Kern S, Eichler H, Stoeve J, Kluter H, Bieback K (2006). Comparative analysis of mesenchymal stem cells from bone marrow, umbilical cord blood, or adipose tissue. Stem Cells.

[3] Campagnoli C, Roberts IA, Kumar S, Bennett PR, Bellantuono I, Fisk NM (2001). Identification of mesenchymal stem/progenitor cells in human first-trimester fetal blood, liver, and bone marrow. Blood.

[4] Chen L, Qu J, Mei Q, Chen X, Fang Y, Chen L (2021). Small extracellular vesicles from menstrual blood-derived mesenchymal stem cells (MenSCs) as a novel therapeutic impetus in regenerative medicine. Stem Cell Res Ther.

[5] Ling L, Feng X, Wei T, Wang Y, Wang Y, Wang Z (2019). Human amnion-derived mesenchymal stem cell (hAD-MSC) transplantation improves ovarian function in rats with premature ovarian insufficiency (POI) at least partly through a paracrine mechanism. Stem Cell Res Ther.

[6] Antony AK, Rodby K, Tobin MK, O'Connor MI, Pearl RK, DiPietro LA (2013). Composite tissue allotransplantation and dysregulation in tissue repair and regeneration: a role for mesenchymal stem cells. Front Immunol.

[7] De Becker A, Riet IV (2016). Homing and migration of mesenchymal stromal cells: how to improve the efficacy of cell therapy?. World J Stem Cells.

[8] Singer NG, Caplan AI (2011). Mesenchymal stem cells: mechanisms of inflammation. Annu Rev Pathol.

[9] Peng Y, Chen X, Liu Q, Zhang X, Huang K, Liu L (2015). Mesenchymal stromal cells infusions improve refractory chronic graft versus host disease through an increase of CD5+ regulatory B cells producing interleukin 10. Leukemia.

[10] Ghoryani M, Shariati-Sarabi Z, Tavakkol-Afshari J, Mohammadi M (2020). The sufficient immunoregulatory effect of autologous bone marrow-derived mesenchymal stem cell transplantation on regulatory T cells in patients with refractory rheumatoid arthritis. J Immunol Res.

[11] Lightner AL, Dozois EJ, Dietz AB, Fletcher JG, Friton J, Butler G (2020). Matrix-delivered autologous mesenchymal stem cell therapy for refractory rectovaginal Crohn's fistulas. Inflamm Bowel Dis.

[12] Bulati M, Miceli V, Gallo A, Amico G, Carcione C, Pampalone M (2020). The immunomodulatory properties of the human amnion-derived mesenchymal stromal/stem cells are induced by INF-gamma produced by activated lymphomonocytes and are mediated by cell-to-cell contact and soluble factors. Front Immunol.

[13] Poggi A, Zocchi MR (2019). Immunomodulatory properties of mesenchymal stromal cells: still unresolved "Yin and Yang". Curr Stem Cell Res Ther.

[14] Shi Y, Wang Y, Li Q, Liu K, Hou J, Shao C (2018). Immunoregulatory mechanisms of mesenchymal stem and stromal cells in inflammatory diseases. Nat Rev Nephrol.

[15] Ren G, Zhang L, Zhao X, Xu G, Zhang Y, Roberts AI (2008). Mesenchymal stem cell-mediated immunosuppression occurs via concerted action of chemokines and nitric oxide. Cell Stem Cell.

[16] Soleymaninejadian E, Pramanik K, Samadian E (2012). Immunomodulatory properties of mesenchymal stem cells: cytokines and factors. Am J Reprod Immunol.

[17] Lin BL, Chen JF, Qiu WH, Wang KW, Xie DY, Chen XY (2017). Allogeneic bone marrow-derived mesenchymal stromal cells for hepatitis B virus-related acute-on-chronic liver failure: a randomized controlled trial. Hepatology.

[18] Shi M, Zhang Z, Xu R, Lin H, Fu J, Zou Z (2012). Human mesenchymal stem cell transfusion is safe and improves liver function in acute-on-chronic liver failure patients. Stem Cells Transl Med.

[19] Sun K, Xie X, Xie J, Jiao S, Chen X, Zhao X (2014). Cell-based therapy for acute and chronic liver failures: distinct diseases, different choices. Sci Rep.

[20] Tiegs G, Hentschel J, Wendel A (1992). A T cell-dependent experimental liver injury in mice inducible by concanavalin A. J Clin Investig.

[21] Kusters S, Gantner F, Kunstle G, Tiegs G (1996). Interferon gamma plays a critical role in T cell-dependent liver injury in mice initiated by concanavalin A. Gastroenterology.

[22] Heymann F, Hamesch K, Weiskirchen R, Tacke F (2015). The concanavalin A model of acute hepatitis in mice. Lab Anim.

[23] Ye T, Wang T, Yang X, Fan X, Wen M, Shen Y (2018). Comparison of concanavalin A-induced murine autoimmune hepatitis models. Cell Physiol Biochem.

[24] Zhou L, Liu S, Wang Z, Yao J, Cao W, Chen S (2019). Bone marrow-derived mesenchymal stem cells modified with Akt1 ameliorates acute liver GVHD. Biol Proced Online.

[25] Tamura R, Uemoto S, Tabata Y (2016). Immunosuppressive effect of mesenchymal stem cell-derived exosomes on a concanavalin A-induced liver injury model. Inflamm Regen.

[26] Zhu X, He B, Zhou X, Ren J (2013). Effects of transplanted bone-marrow-derived mesenchymal stem cells in animal models of acute hepatitis. Cell Tissue Res.

[27] Gu Y, Ding X, Huang J, Xue M, Zhang J, Wang Q (2018). The deubiquitinating enzyme UCHL1 negatively regulates the immunosuppressive capacity and survival of multipotent mesenchymal stromal cells. Cell Death Dis.

[28] Han X, Yang Q, Lin L, Xu C, Zheng C, Chen X (2014). Interleukin-17 enhances immunosuppression by mesenchymal stem cells. Cell Death Differ.

[29] Lee KC, Lin HC, Huang YH, Hung SC (2015). Allo-transplantation of mesenchymal stem cells attenuates hepatic injury through IL1Ra dependent macrophage switch in a mouse model of liver disease. J Hepatol.

[30] Gazdic M, Simovic Markovic B, Vucicevic L, Nikolic T, Djonov V, Arsenijevic N (2018). Mesenchymal stem cells protect from acute liver injury by attenuating hepatotoxicity of liver natural killer T cells in an inducible nitric oxide synthase- and indoleamine 2,3-dioxygenase-dependent manner. J Tissue Eng Regen Med.

[31] Ryu KH, Kim SY, Kim YR, Woo SY, Sung SH, Kim HS (2014). Tonsil-derived mesenchymal stem cells alleviate concanavalin A-induced acute liver injury. Exp Cell Res.

[32] Higashimoto M, Sakai Y, Takamura M, Usui S, Nasti A, Yoshida K (2013). Adipose tissue derived stromal stem cell therapy in murine ConA-derived hepatitis is dependent on myeloid-lineage and CD4+ T-cell suppression. Eur J Immunol.

[33] Kubo N, Narumi S, Kijima H, Mizukami H, Yagihashi S, Hakamada K (2012). Efficacy of adipose tissue-derived mesenchymal stem cells for fulminant hepatitis in mice induced by concanavalin A. J Gastroenterol Hepatol.

[34] Nasti A, Sakai Y, Seki A, Buffa GB, Komura T, Mochida H (2017). The CD45(+) fraction in murine adipose tissue derived stromal cells harbors immune-inhibitory inflammatory cells. Eur J Immunol.

[35] Wang W, Guo H, Li H, Yan Y, Wu C, Wang X (2018). Interleukin-35 gene-modified mesenchymal stem cells protect concanavalin A-induced fulminant hepatitis by decreasing the interferon gamma level. Hum Gene Ther.

[36] Weiss ML, Anderson C, Medicetty S, Seshareddy KB, Weiss RJ, VanderWerff I (2008). Immune properties of human umbilical cord Wharton's jelly-derived cells. Stem Cells.

[37] Weiss ML, Medicetty S, Bledsoe AR, Rachakatla RS, Choi M, Merchav S (2006). Human umbilical cord matrix stem cells: preliminary characterization and effect of transplantation in a rodent model of Parkinson's disease. Stem Cells.

[38] Zhuang Q, Li W, Benda C, Huang Z, Ahmed T, Liu P (2018). NCoR/SMRT co-repressors cooperate with c-MYC to create an epigenetic barrier to somatic cell reprogramming. Nat Cell Biol.

[39] Subramanian A, Tamayo P, Mootha VK, Mukherjee S, Ebert BL, Gillette MA (2005). Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc Natl Acad Sci U S A.

[40] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol.

[41] Hong F, Jaruga B, Kim WH, Radaeva S, El-Assal ON, Tian Z (2002). Opposing roles of STAT1 and STAT3 in T cell-mediated hepatitis: regulation by SOCS. J Clin Investig.

[42] Erhardt A, Biburger M, Papadopoulos T, Tiegs G (2007). IL-10, regulatory T cells, and Kupffer cells mediate tolerance in concanavalin A-induced liver injury in mice. Hepatology.

[43] Schumann J, Wolf D, Pahl A, Brune K, Papadopoulos T, van Rooijen N (2000). Importance of Kupffer cells for T-cell-dependent liver injury in mice. Am J Pathol.

[44] Takeda K, Hayakawa Y, Van Kaer L, Matsuda H, Yagita H, Okumura K (2000). Critical contribution of liver natural killer T cells to a murine model of hepatitis. Proc Natl Acad Sci U S A.

[45] Chang CH, Curtis JD, Maggi LB, Faubert B, Villarino AV, O'Sullivan D (2013). Posttranscriptional control of T cell effector function by aerobic glycolysis. Cell.

[46] Codo AC, Davanzo GG, Monteiro LB, de Souza GF, Muraro SP, Virgilio-da-Silva JV (2020). Elevated glucose levels favor SARS-CoV-2 infection and monocyte response through a HIF-1alpha/glycolysis-dependent axis. Cell Metab.

[47] Cheng SC, Quintin J, Cramer RA, Shepardson KM, Saeed S, Kumar V (2014). mTOR- and HIF-1alpha-mediated aerobic glycolysis as metabolic basis for trained immunity. Science.

[48] Pittenger MF, Mackay AM, Beck SC, Jaiswal RK, Douglas R, Mosca JD (1999). Multilineage potential of adult human mesenchymal stem cells. Science.

[49] Le Blanc K, Mougiakakos D (2012). Multipotent mesenchymal stromal cells and the innate immune system. Nat Rev Immunol.

[50] Uccelli A, Moretta L, Pistoia V (2008). Mesenchymal stem cells in health and disease. Nat Rev Immunol.

[51] Galipeau J, Sensebe L (2018). Mesenchymal stromal cells: clinical challenges and therapeutic opportunities. Cell Stem Cell.

[52] Kaneko Y, Harada M, Kawano T, Yamashita M, Shibata Y, Gejyo F (2000). Augmentation of Valpha14 NKT cell-mediated cytotoxicity by interleukin 4 in an autocrine mechanism resulting in the development of concanavalin A-induced hepatitis. J Exp Med.

[53] Lohse AW, Dienes HP, Meyer zum Buschenfelde KH (1998). Suppression of murine experimental autoimmune hepatitis by T-cell vaccination or immunosuppression. Hepatology.

[54] Wang HX, Liu M, Weng SY, Li JJ, Xie C, He HL (2012). Immune mechanisms of concanavalin A model of autoimmune hepatitis. World J Gastroenterol.

[55] Knolle PA, Gerken G, Loser E, Dienes HP, Gantner F, Tiegs G (1996). Role of sinusoidal endothelial cells of the liver in concanavalin A-induced hepatic injury in mice. Hepatology.

[56] Louis H, Le Moine O, Peny MO, Quertinmont E, Fokan D, Goldman M (1997). Production and role of interleukin-10 in concanavalin A-induced hepatitis in mice. Hepatology.

[57] Filliol A, Piquet-Pellorce C, Le Seyec J, Farooq M, Genet V, Lucas-Clerc C (2016). RIPK1 protects from TNF-alpha-mediated liver damage during hepatitis. Cell Death Dis.

[58] Zhang P, Yin Y, Wang T, Li W, Li C, Zeng X (2020). Maresin 1 mitigates concanavalin A-induced acute liver injury in mice by inhibiting ROS-mediated activation of NF-kappaB signaling. Free Radic Biol Med.

[59] Choi H, Lee RH, Bazhanov N, Oh JY, Prockop DJ (2011). Anti-inflammatory protein TSG-6 secreted by activated MSCs attenuates zymosan-induced mouse peritonitis by decreasing TLR2/NF-kappaB signaling in resident macrophages. Blood.

[60] Yagi H, Soto-Gutierrez A, Navarro-Alvarez N, Nahmias Y, Goldwasser Y, Kitagawa Y (2010). Reactive bone marrow stromal cells attenuate systemic inflammation via sTNFR1. Mol Ther.

[61] Prockop DJ, Oh JY (2012). Mesenchymal stem/stromal cells (MSCs): role as guardians of inflammation. Mol Ther.

[62] Fan B, Li C, Szalad A, Wang L, Pan W, Zhang R (2020). Mesenchymal stromal cell-derived exosomes ameliorate peripheral neuropathy in a mouse model of diabetes. Diabetologia.

[63] Lawless SJ, Kedia-Mehta N, Walls JF, McGarrigle R, Convery O, Sinclair LV (2017). Glucose represses dendritic cell-induced T cell responses. Nat Commun.

[64] Kunkl M, Sambucci M, Ruggieri S, Amormino C, Tortorella C, Gasperini C (2019). CD28 autonomous signaling up-regulates C-Myc expression and promotes glycolysis enabling inflammatory T cell responses in multiple sclerosis. Cells.

[65] Li Q, Yan Y, Liu J, Huang X, Zhang X, Kirschning C (2019). Toll-like receptor 7 activation enhances CD8+ T cell effector functions by promoting cellular glycolysis. Front Immunol.

[66] Ma EH, Verway MJ, Johnson RM, Roy DG, Steadman M, Hayes S (2019). Metabolic profiling using stable isotope tracing reveals distinct patterns of glucose utilization by physiologically activated CD8(+) T cells. Immunity.

[67] Yi HS, Kim SY, Kim JT, Lee YS, Moon JS, Kim M (2019). T-cell senescence contributes to abnormal glucose homeostasis in humans and mice. Cell Death Dis.

[68] Bottcher M, Hofmann AD, Bruns H, Haibach M, Loschinski R, Saul D (2016). Mesenchymal stromal cells disrupt mTOR-signaling and aerobic glycolysis during T-cell activation. Stem Cells.

# Supplementary material for: Human Wharton's jelly-derived mesenchymal stem cells alleviate concanavalin A-induced fulminant hepatitis by repressing NF-κB signaling and glycolysis
**Source:** Stem Cell Res Ther. 2021 Sep 9;12:496. doi: 10.1186/s13287-021-02560-x
**Supplement:** Supplementary file 1 — Additional file 1. Supplementary Figures.

**Supplementary Figures**

**
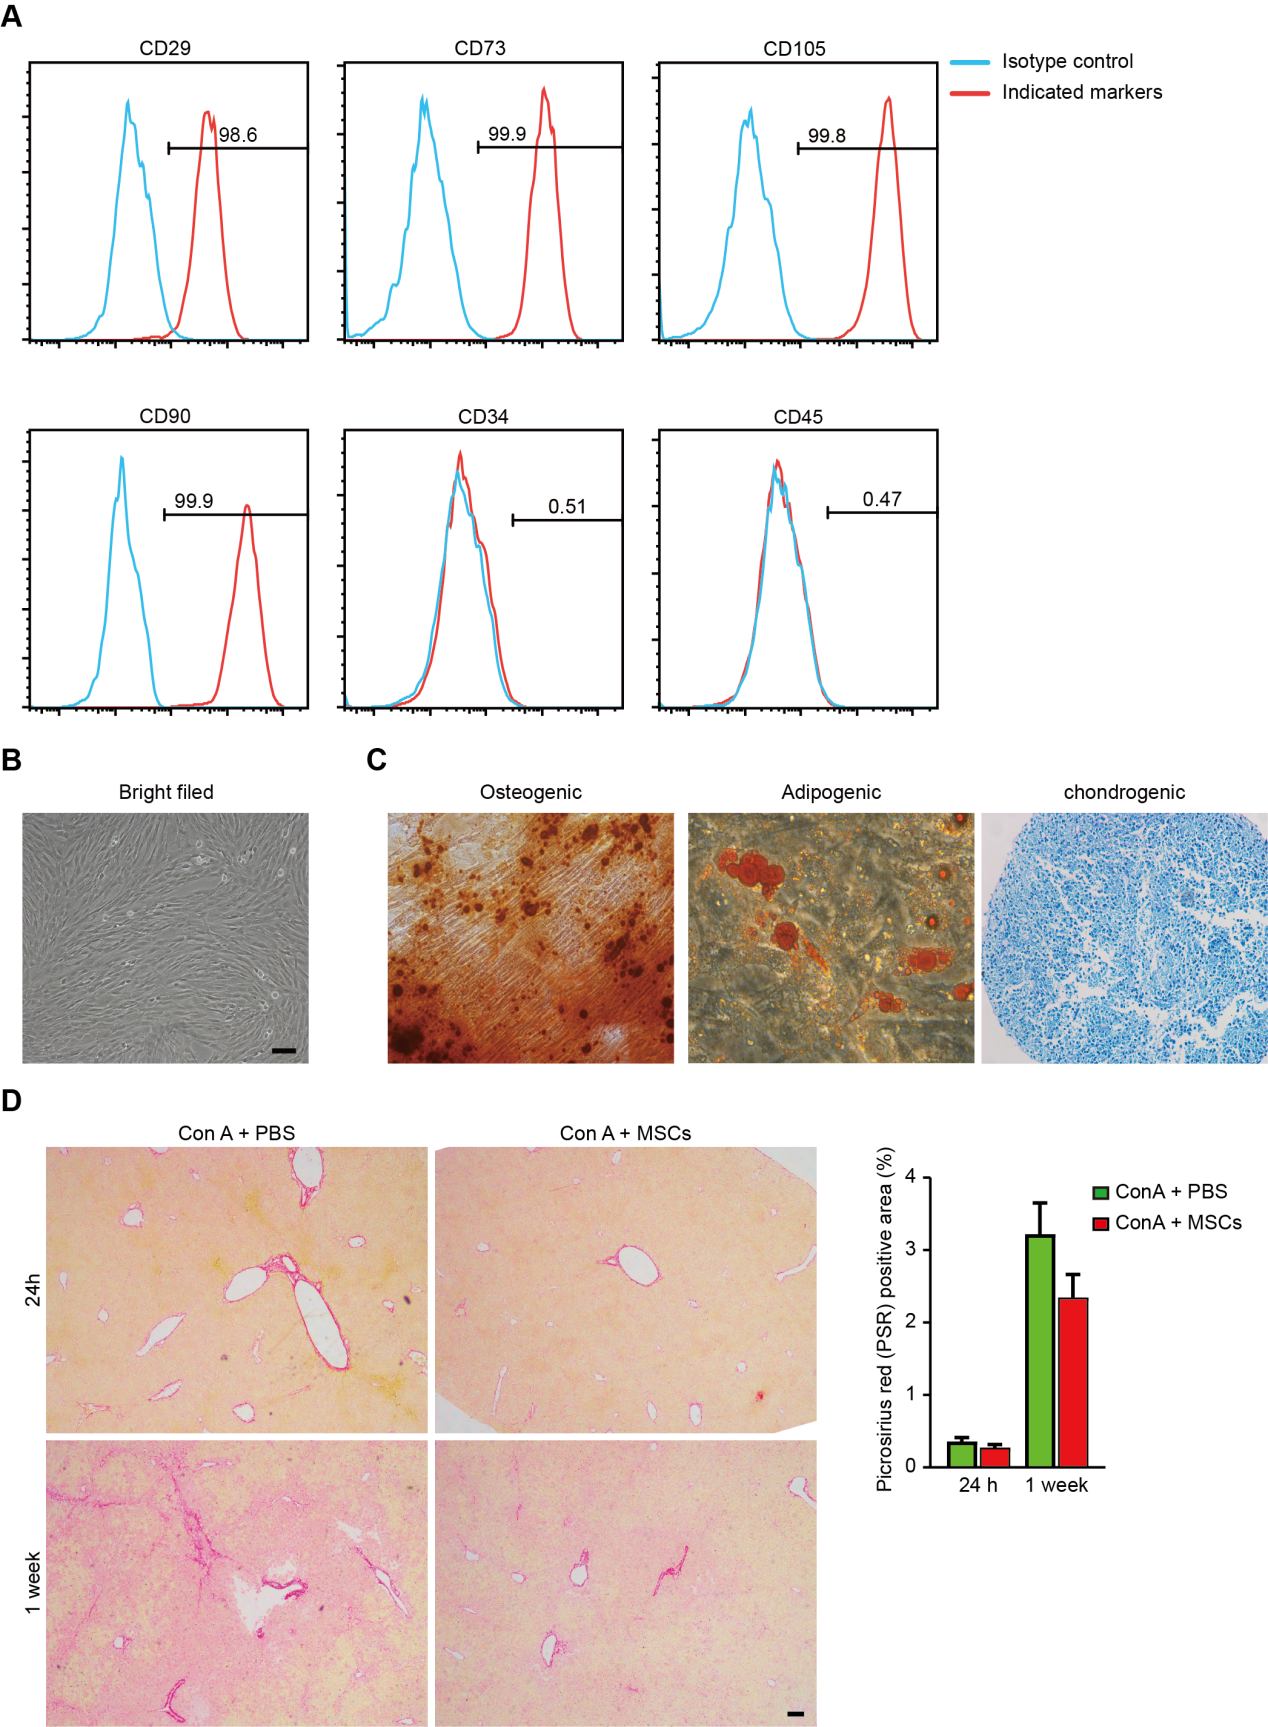
**

**Supplementary Figure 1. Characterization of hWJ-MSCs**

(A) Representative FACS plots showing hWJ-MSCs were strongly positive for CD29, CD73, CD105 and CD90, whereas negative for hematopoietic stem cell markers such as CD34 and CD45. (B) Representative morphological observation of hWJ-MSCs. Scale bar = 100 μm. (C) Representative photographs of Alizarin red, Oil red O and Toluidine blue staining for assessing the differentiation potential of hWJ-MSCs to osteoblasts, adipocytes and chondrocytes, respectively. (D) Representative Picrosirius red (PSR) staining photographs (left) and quantification of positive area (right, n = 4-5/group) of liver tissues at indicated time point after Con A administration in the indicated groups. Scale bar = 100 μm.

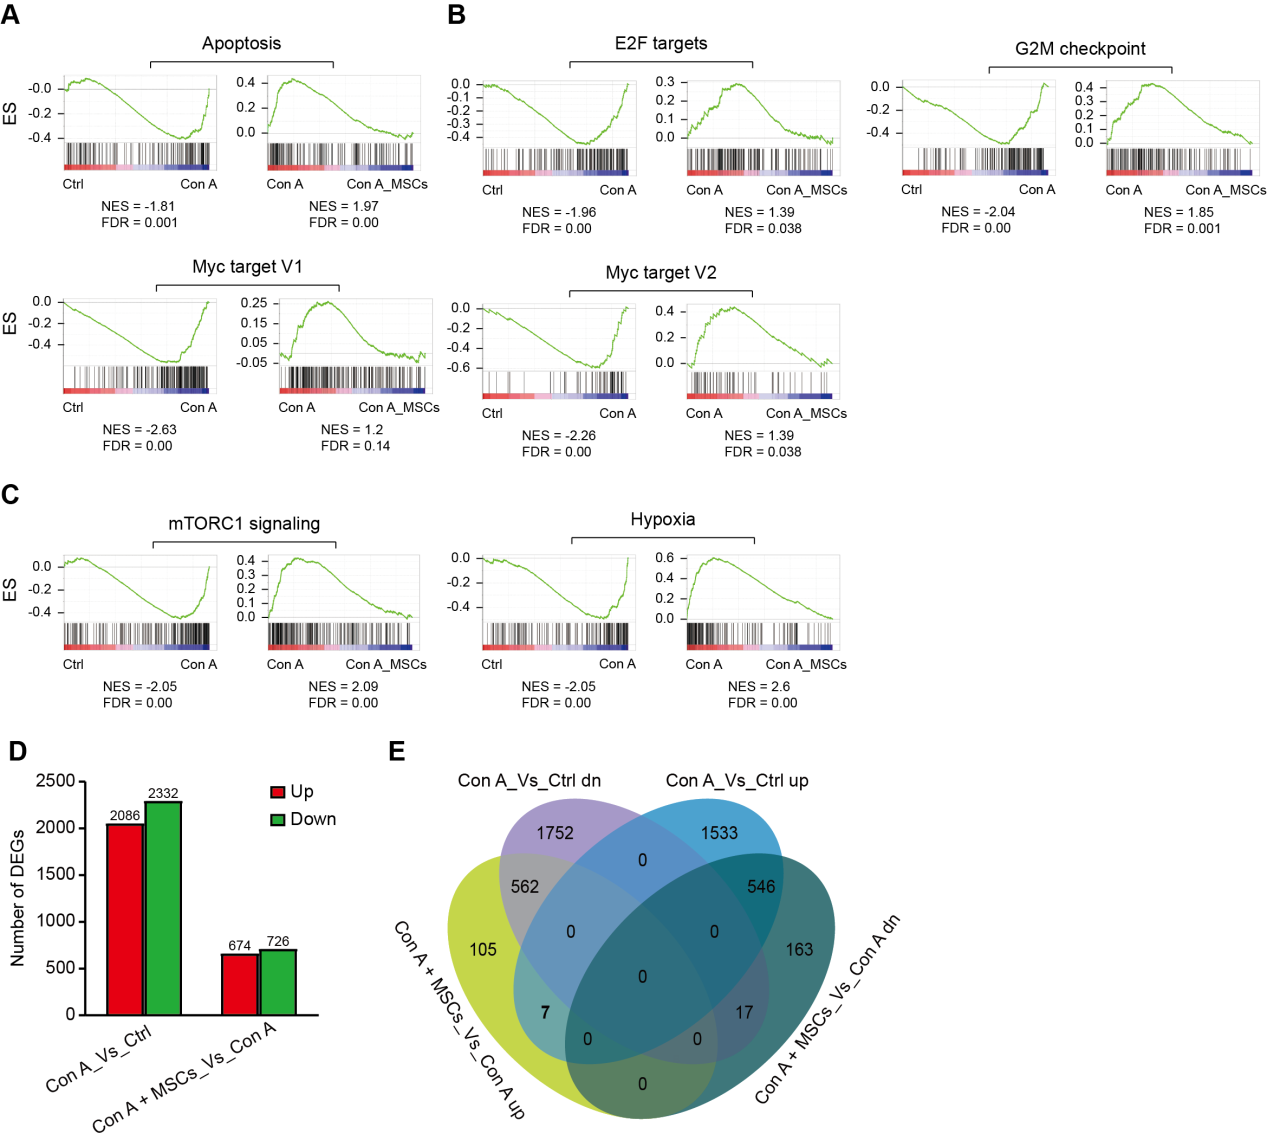

**Supplementary Figure 2. RNA-sequencing of liver tissues showing alleviation of Con A-induced mouse liver injury by hWJ-MSCs**

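Atf3, a stress-induced transcription factor on chromosome 1 from 191170296 to 191183340, changed by 5.15 on the log2 scale after Con A (limma, Benjamini-Hochberg adjusted p = 5.6e-05) and by -2.64 with hWJ-MSCs (limma, Benjamini-Hochberg adjusted p = 0.0321). The call of Atf3 with hWJ-MSCs was lost in 5 of the 12 fits without 1 mouse, and its Con A + PBS values ran from 372 to 3488. The value of Cd14 (a receptor for lipopolysaccharide; chromosome 18 from 36725074 to 36726736) was 55.5 ± 4.80, 4709.5 ± 699.6 and 1972 ± 730.2 (SD, n = 4) in the control, Con A + PBS and Con A + hWJ-MSCs groups. Con A changed Cd14 by a log2 fold change of 6.37 (limma, Benjamini-Hochberg adjusted p = 4.9e-09). The change with hWJ-MSCs was -1.33 (limma, Benjamini-Hochberg adjusted p = 0.0188). Cd14 lost this call in 2 of the 12 fits without 1 mouse. Of the 65 genes of the apoptosis list, 33 were called up after Con A and 13 down with hWJ-MSCs.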

(A) GSEA showing that apoptosis pathway was enriched in Con A + PBS group and repressed in Con A + hWJ-MSCs group. 

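Of the 67 E2F target genes of the list, 28 were called up after Con A and 2 down with hWJ-MSCs. For the 47 genes of the G2M checkpoint list, 54.7% of those listed, these numbers were 18 and 0, or 2 down at an unadjusted p below 0.05. Tuba1b, an alpha tubulin, lies on chromosome 15 from 98931425 to 98934565 and had values of 1063 ± 317 in control, 3213 ± 424 in Con A + PBS and 1902 ± 186 in Con A + hWJ-MSCs livers (SD, n = 4 mice each). On the log2 scale Tuba1b changed by 1.63 (limma, Benjamini-Hochberg adjusted p = 1.5e-05) after Con A. It changed by -0.75 (limma, Benjamini-Hochberg adjusted p = 0.027) with hWJ-MSCs. Leaving out 1 mouse at a time, 4 of 12 fits did not call Tuba1b with hWJ-MSCs. The value of Myc (the transcription factor of the Myc targets; chromosome 15 from 61985391 to 61990350) was 62.8 ± 29.9, 706 ± 672 and 113 ± 31.8 (SD, n = 4) in the control, Con A + PBS and Con A + hWJ-MSCs groups. After Con A its log2 fold change was 3.15 (limma, Benjamini-Hochberg adjusted p = 2.3e-04). With hWJ-MSCs it was -2.25 (limma, Benjamini-Hochberg adjusted p = 0.0252). The call with hWJ-MSCs was lost in 3 of the 12 fits that each left out 1 mouse.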

(B) GSEA showing that cell cycle-related pathways (including E2F targets, G2M checkpoints, and Myc targets) were enriched in Con A + PBS group and repressed in Con A + hWJ-MSCs group. (C) GSEA showing that mTORC1 signaling and hypoxia pathways were enriched in Con A + PBS group and repressed in Con A + hWJ-MSCs group. 

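Of the 89 genes of the mTORC1 signaling list, 48 were called up after Con A and 9 down with hWJ-MSCs. Of the 81 genes of the hypoxia list, these numbers were 55 and 35. Slc2a1, a glucose transporter, lies on chromosome 4 from 119108711 to 119137330 and had values of 192 ± 38.2 in control, 1304 ± 653 in Con A + PBS and 433 ± 140.4 in Con A + hWJ-MSCs livers (SD, n = 4 mice each). Con A changed Slc2a1 by a log2 fold change of 2.65 (limma, Benjamini-Hochberg adjusted p = 2.5e-05). The change with hWJ-MSCs was -1.51 (limma, Benjamini-Hochberg adjusted p = 0.0223). Slc2a1 lost this call in 3 of the 12 fits without 1 mouse.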

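In Con A + PBS versus control, the called genes were 38.8% of all genes tested, and across the 12 fits that each left out 1 mouse their number was from 4093 to 4575. With an unadjusted p below 0.05 it was 4462, and 1697 for Con A + hWJ-MSCs versus Con A + PBS. On the log2 scale, A2m, a protease inhibitor (chromosome 6 from 121636173 to 121679237), changed by 10.26 (limma, Benjamini-Hochberg adjusted p = 7.4e-07) and Cux2, a transcription factor (chromosome 5 from 121858387 to 122049851), changed by -7.65 (limma, Benjamini-Hochberg adjusted p = 9.0e-07) after Con A. With hWJ-MSCs, Sprr1a, an envelope protein precursor (chromosome 3 from 92483952 to 92485895), changed by -3.88 (limma, Benjamini-Hochberg adjusted p = 0.0224) and Arrdc3, an arrestin-domain protein (chromosome 13 from 80883384 to 80889643), changed by 2.97 (limma, Benjamini-Hochberg adjusted p = 0.0149).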

(D) Number of differentially expressed genes of Con A versus Control group and Con A +MSCs versus Con A group. (E) Venn diagrams showing the number of DEGs between the Con A versus Control group and Con A +MSCs versus Con A group. NES, normalized enrichment score; FDR, false discovery rate; KEGG, Kyoto Encyclopaedia of genes and genomes.

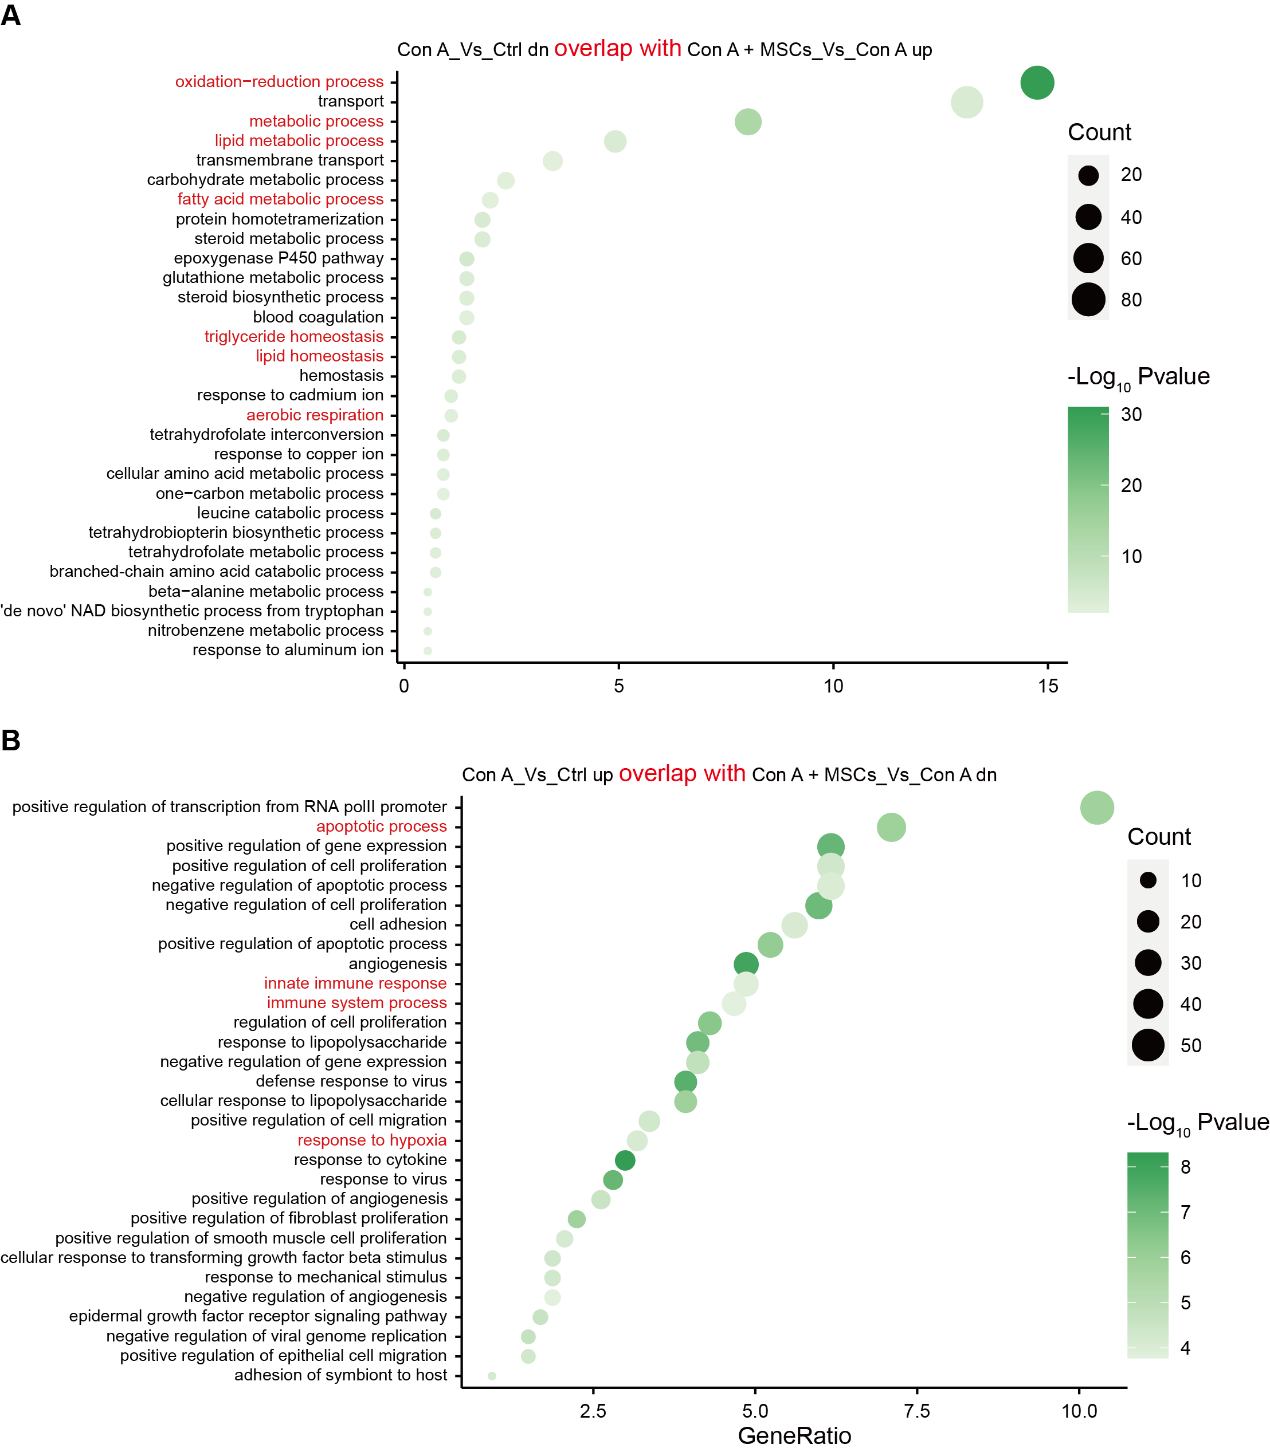

**Supplementary Figure 3. KEGG pathway analysis for mouse liver tissues of Con A-induced fulminant hepatitis with hWJ-MSCs treatment**

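Among the genes lowered by Con A and raised with hWJ-MSCs, which were 3.50% of all genes tested, were 12 of 80 genes (15.0%) of the oxidative phosphorylation list (Fisher's exact test, Benjamini-Hochberg adjusted p = 1.8e-04) and 11 of 60 genes (18.3%) of the xenobiotic metabolism list (Fisher's exact test, Benjamini-Hochberg adjusted p = 1.1e-04). They also held 6 of 42 genes (14.3%) of the fatty acid metabolism list (Fisher's exact test, Benjamini-Hochberg adjusted p = 0.0191) and 4 of 40 genes (10.0%) of the bile acid metabolism list (Fisher's exact test, Benjamini-Hochberg adjusted p = 0.197), the last of which did not pass 0.05.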

(A) KEGG pathway analysis of genes downregulated in Con A versus Ctrl overlapping with upregulated in Con A+MSCs versus Con A. The y-axis shows significantly enriched pathways. 

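Among the genes raised by Con A and lowered with hWJ-MSCs, which were 3.45% of all genes tested, were 34 of 81 genes (42.0%) of the hypoxia list (Fisher's exact test, Benjamini-Hochberg adjusted p = 1.5e-27) and 30 of 82 genes (36.6%) of the TNF signaling via NF-κB list (Fisher's exact test, Benjamini-Hochberg adjusted p = 1.8e-22). They also held 21 of 69 genes (30.4%) of the inflammatory response list (Fisher's exact test, Benjamini-Hochberg adjusted p = 4.2e-14) and 8 of 21 genes (38.1%) of the glycolysis list (Fisher's exact test, Benjamini-Hochberg adjusted p = 6.7e-07). Such p-values count genes as independent and do not measure the spread between mice. The counts for cell cycle lists were low, with 2 of 67 genes (2.99%) of the E2F targets list (Fisher's exact test, Benjamini-Hochberg adjusted p = 1).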

(B) KEGG pathway analysis of genes upregulated in Con A versus Ctrl group overlapping with downregulated in Con A + MSCs versus Con A. The y-axis shows significantly enriched pathways.

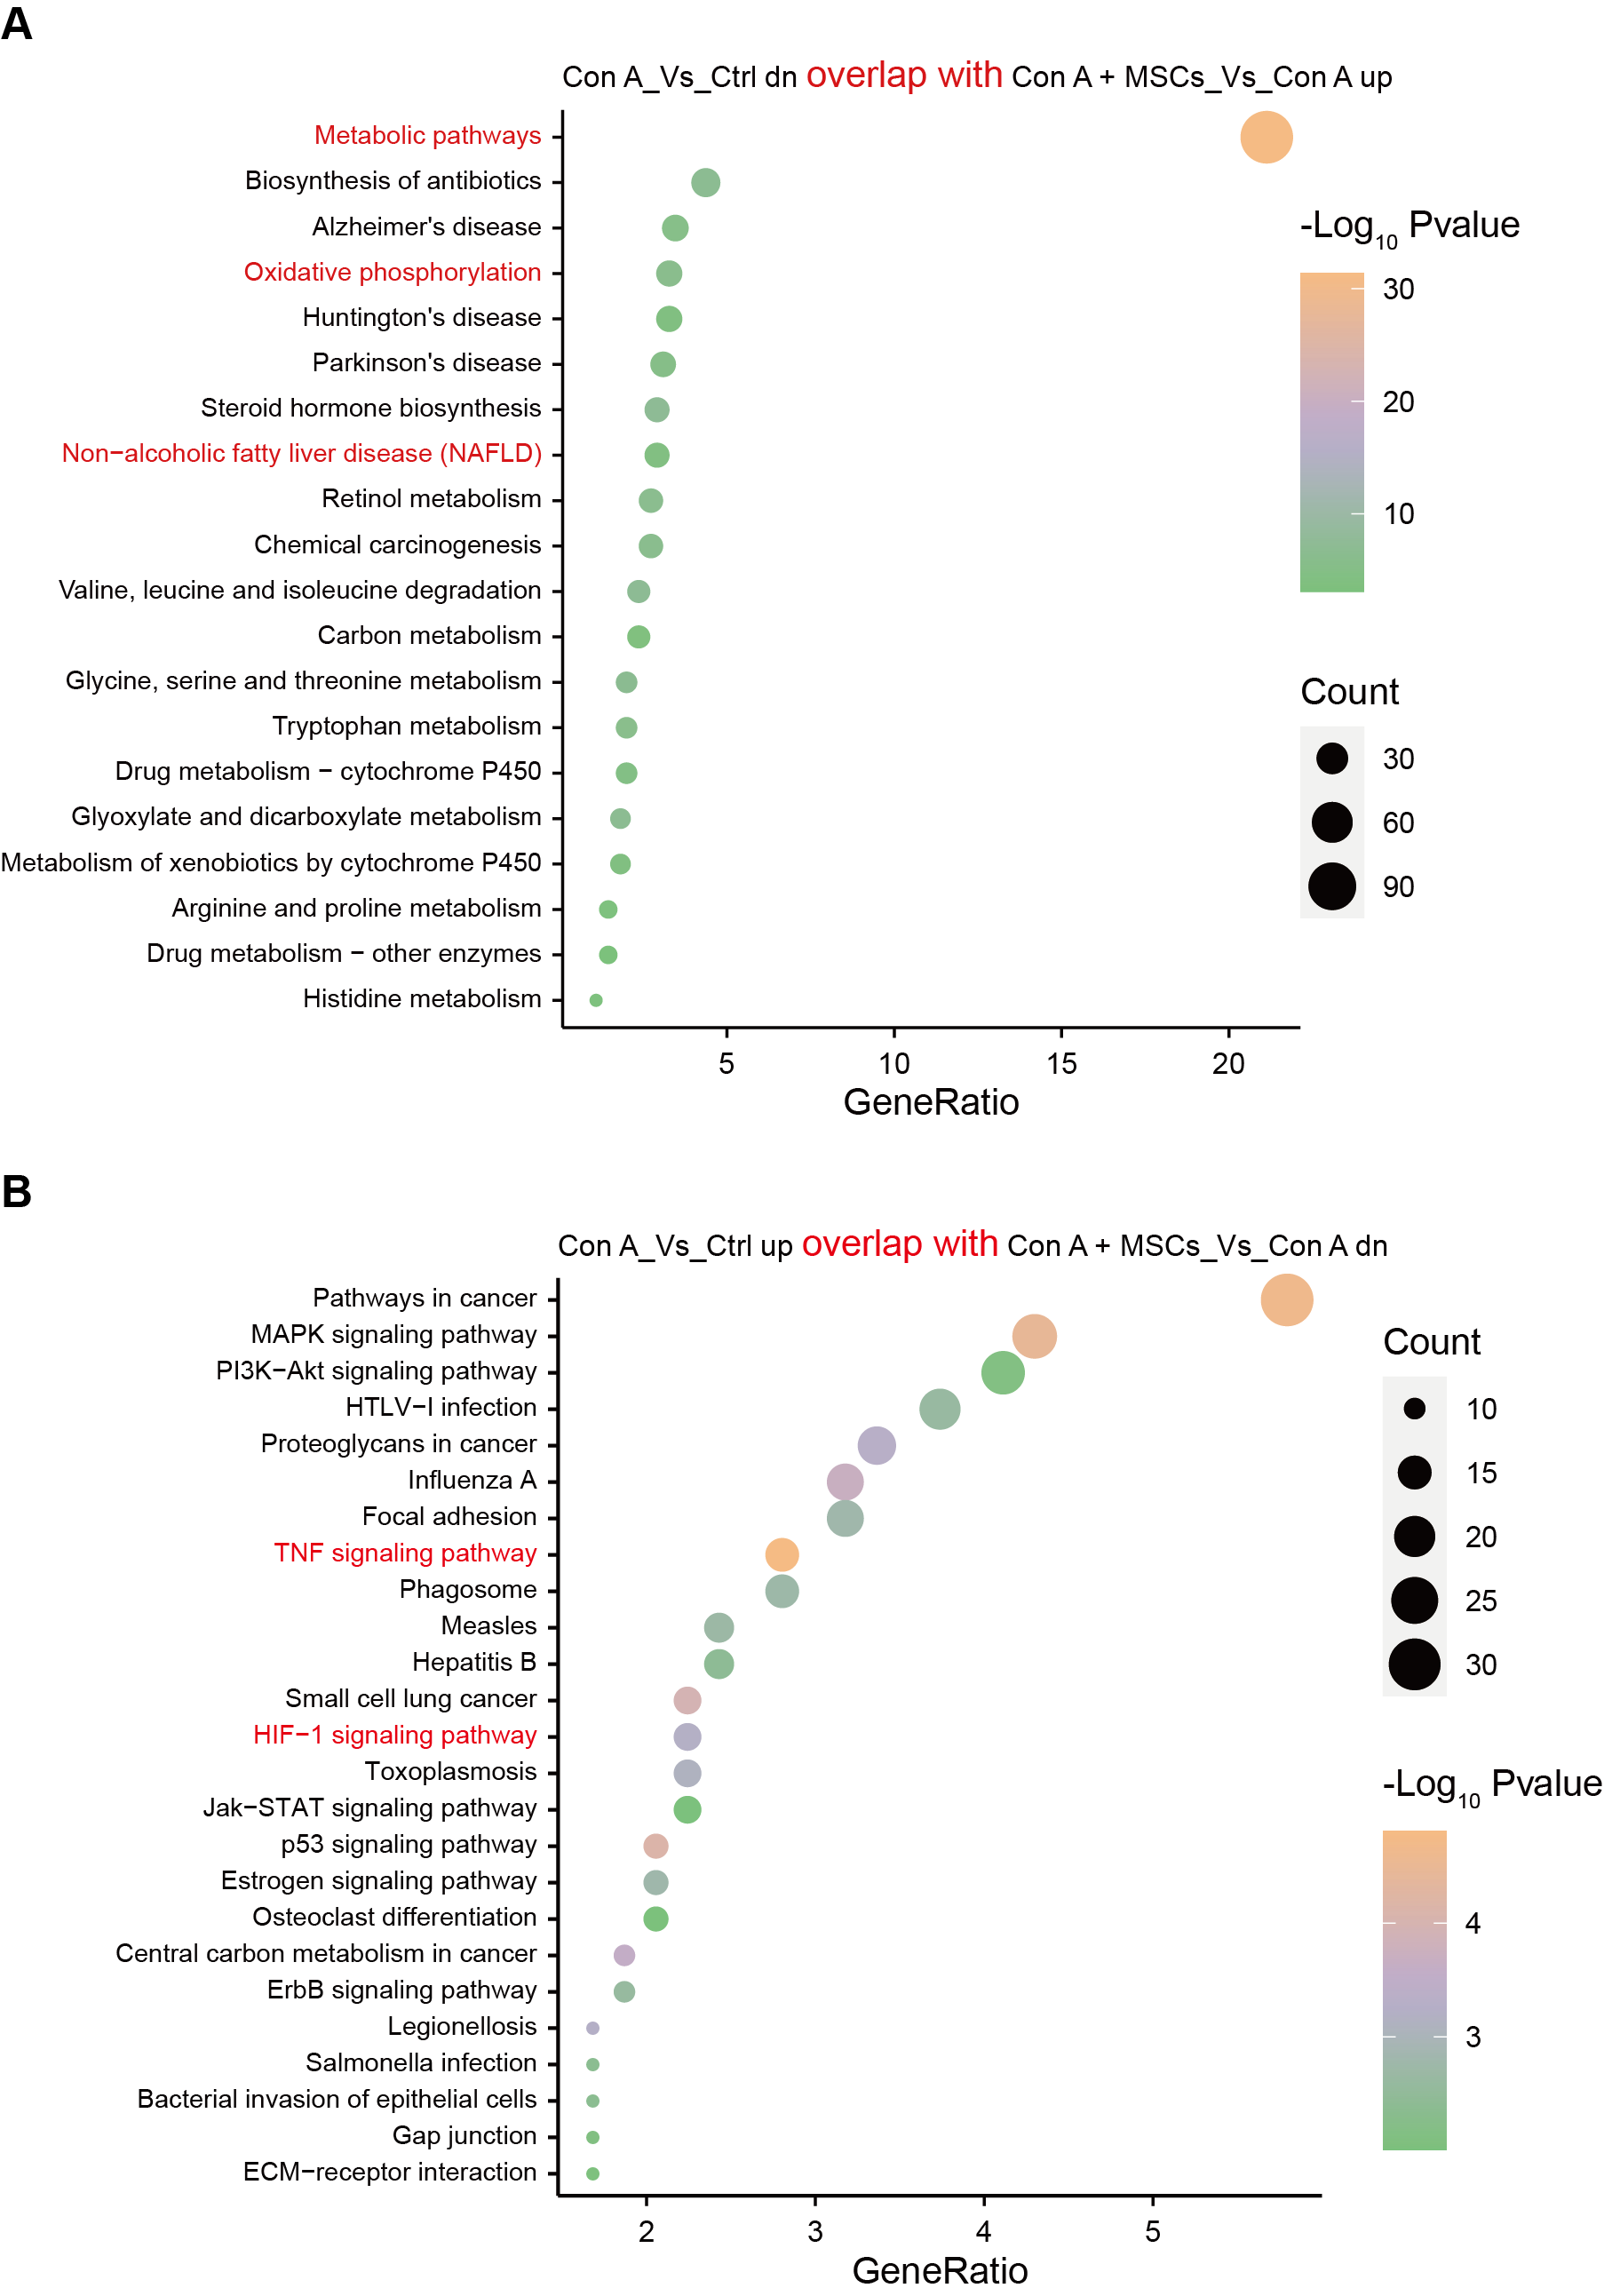

**Supplementary Figure 4. GO analysis for mouse liver tissues of Con A-induced fulminant hepatitis with hWJ-MSCs treatment**

(A) GO analysis of genes downregulated in Con A versus Ctrl overlapping with upregulated in Con A+MSCs versus Con A. The y-axis shows significantly enriched pathways. (B) GO enrichment analysis of genes upregulated in Con A versus Ctrl group overlapping with downregulated in Con A + MSCs versus Con A. The y-axis shows significantly enriched pathways.

**
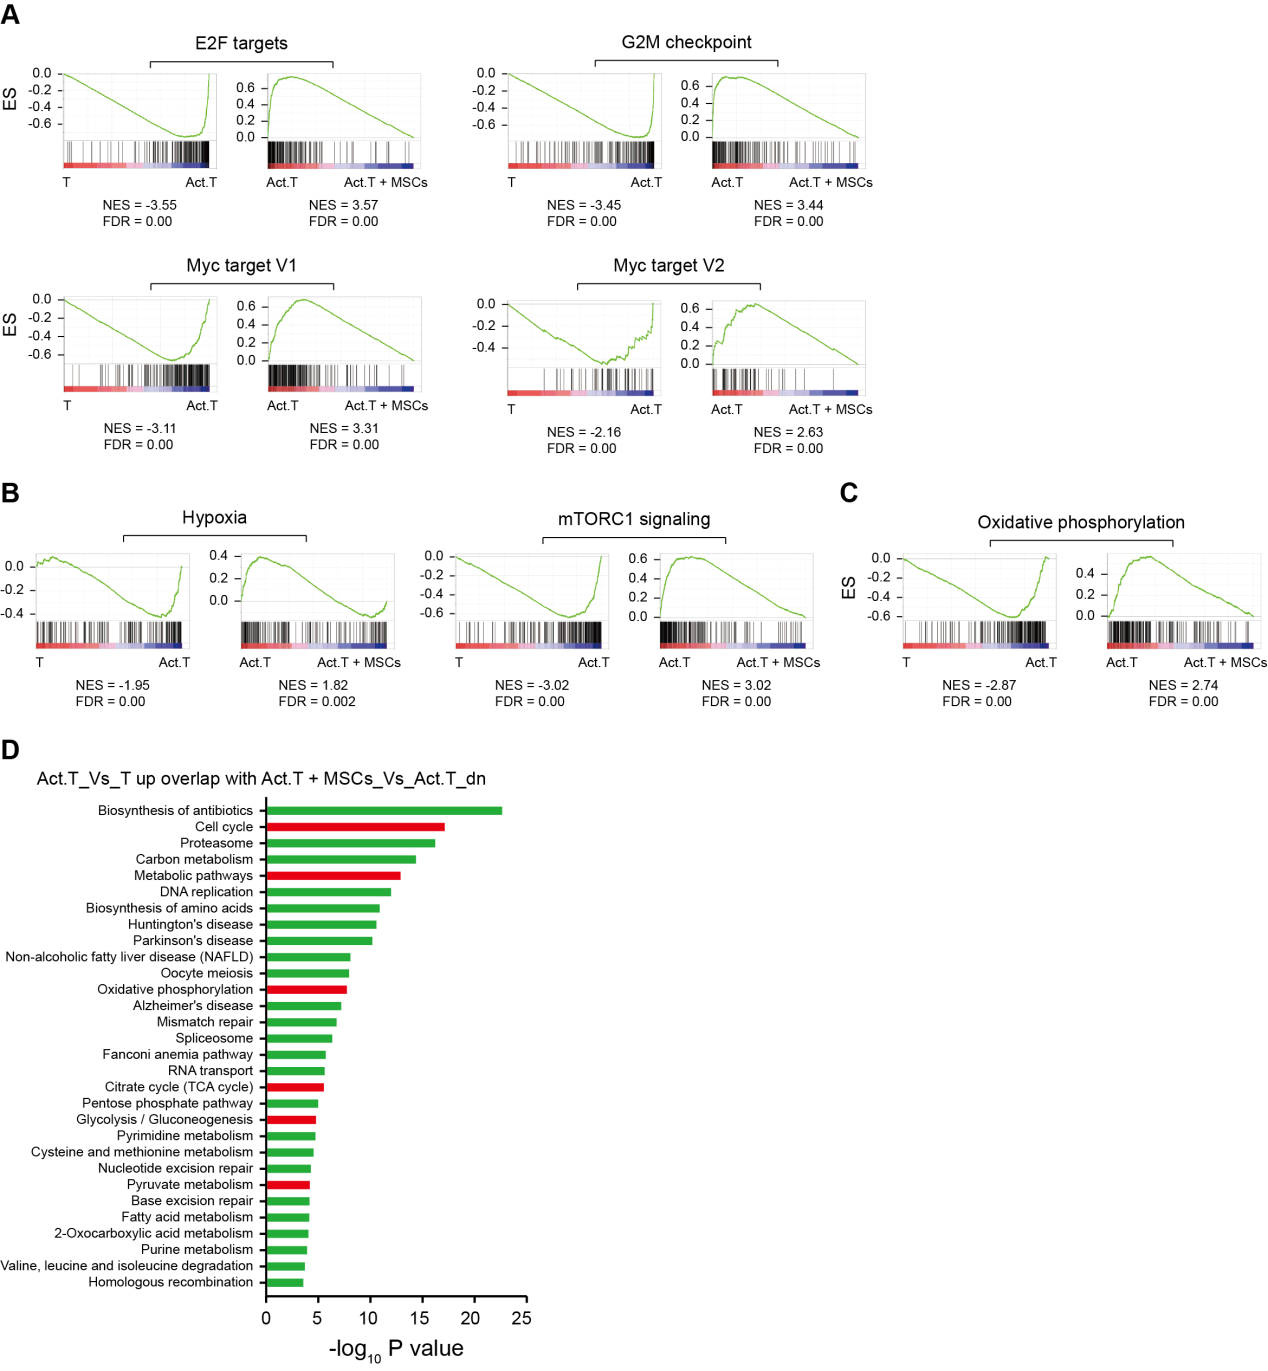
**

**Supplementary Figure 5. RNA-sequencing of human CD3^+^ T cells showing inhibition of T cell immunity by hWJ-MSCs *in vitro***

(A) GSEA showing that cell cycle-related pathways (including E2F targets, G2M checkpoints, and Myc targets) were enriched in activated T cells versus naïve T cells, whereas recovered in activated T cells co-culture with hWJ-MSCs. (B) GSEA showing the enrichment of hypoxia and mTORC1 signaling in indicated groups. (C) GSEA showing the enrichment of oxidative phosphorylation in indicated groups. (D) KEGG pathway analysis of the DEGs upregualted in Act.T versus T overlapping with downregulated in Act.T + MSCs versus Act.T group.

# Supplementary material for: Human Wharton's jelly-derived mesenchymal stem cells alleviate concanavalin A-induced fulminant hepatitis by repressing NF-κB signaling and glycolysis
**Source:** Stem Cell Res Ther. 2021 Sep 9;12:496. doi: 10.1186/s13287-021-02560-x
**Supplement:** Supplementary file 2 — Additional file 2. Table S1. Antibodies.

**Supplementary Table 1. *Antibodies***

| **Name** | **Species reactivity** | **Application and dilution ratio** | **Supplier** | **Cat No.** | **Clone No.** |
| --- | --- | --- | --- | --- | --- |
| Anti- FOXP3 | Mouse | FACS (1:100) | BD biosciences | 563486 | R16-715 |
| Anti- CD4 | Mouse | FACS (1:100) | Biolegend | 100516 | RM4-5 |
| Anti-CD3 | Mouse | FACS (1:100) | BD biosciences | 553062 | 145-2C11 |
| Anti-CD8 | Mouse | FACS (1:100) | Biolegend | 100721 | 53-6.7 |
| Anti-CD25 | Mouse | FACS (1:100) | Biolegend | 102016 | PC61 |
| Anti-CD206 | Mouse | FACS (1:100) | Biolegend | 141704 | C068C2 |
| Anti- F4/80 | Mouse | FACS (1:100) | BD biosciences | 5655835 | T45-2342 |
| Anti-CD19 | Mouse | FACS (1:100) | Biolegend | 115508 | 6D5 |
| Anti- NK1.1 | Mouse | FACS (1:100) | Biolegend | 156513 | S17016D |
| Anti-CD29 | Human | FACS (1:100) | BD biosciences | 555443 | MAR4 |
| Anti-CD73 | Human | FACS (1:100) | BD biosciences | 561254 | AD2 |
| Anti-CD105 | Human | FACS (1:100) | BD biosciences | 561443 | 266 |
| Anti-CD90 | Human | FACS (1:100) | BD biosciences | 559869 | 5E10 |
| Anti-CD45 | Human | FACS (1:100) | BD biosciences | 557748 | HI30 |
| Anti-CD34 | Human | FACS (1:100) | BD biosciences | 560710 | 581 |
| Anti- Hexokinase I (HK1) | Mouse, Human | WB (1:1000) | Cell Signaling Technology | 2024 | C35C4 |
| Anti-Pyruvate kinase M2 (PKM2) | Mouse, Human | WB (1:1000) | Cell Signaling Technology | 4053 | D78A4 |
| Anti- Pyruvate kinase M1/2 (PKM1/2) | Mouse, Human | WB (1:1000) | Cell Signaling Technology | 3190 | C103A3 |
| Anti-β-Actin | Mouse, Human | WB (1:1000) | Cell Signaling Technology | 8457 | D6A8 |

WB, western blot.

How the deposited data were processed for this re-analysis (not part of the article)

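Liver RNA of 12 mice was sequenced 24 h after Con A, with 4 mice in each of the control, Con A + PBS and Con A + hWJ-MSCs groups. Each mouse was assigned to its group and replicate number from the sample labels, checked against the paper and the columns of Table S2. The labels and the paper differ in the number of cells and in the age of the mice, and the groups were named as in the paper.

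The authors deposited a score for each gene in each mouse, a whole number that they had already normalized between mice, and not a raw count. The paper's text names DESeq2 for the differentially expressed genes, and refers for the earlier steps to a previous study without naming an aligner, a counting tool, a genome build or a normalization. The deposited scores have totals whose range across mice is 0.0425% of their median and values that are tied between genes and between mice at the top, with 25 genes at the largest value in at least 1 mouse. Genes of low score had been left out, since each of the 11289 genes reaches 64 in at least 2 mice. The depth of sequencing cannot be read from such scores, so it is unknown, and no counting error or floor is given. Of the transcripts in the table, 11168 were found in GENCODE M21 (GRCm38), 11165 overlapped their position there and 8004 had the same start and end. No column of per-sample values was left out.

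The scores were taken as log2(score + 1) and fitted with limma 3.58.1 in R 4.3.3, using lmFit and eBayes with a trend, in one model of all 12 mice without covariates. Genes were called at a Benjamini-Hochberg adjusted p below 0.05 and a fold change above 1.5. The paper gives the same fold change and a p below 0.05 without stating an adjustment. For a table of counts another test had been planned, and since the table holds normalized scores the limma test written for that case was used and count tests were not. Gene lists were tested with limma's camera at an inter-gene correlation of 0.01, and by a two-sided exact permutation test of the list mean in each mouse. The camera p-values were adjusted by Benjamini-Hochberg separately over the 18 pathway lists, the 16 other lists and the Reactome sets. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used for the exact tests, the summaries and the plots. The share of a Con A change undone was computed per gene as minus the log2 fold change with hWJ-MSCs divided by that after Con A, as the median over the genes called after Con A. For lists it was computed in each Con A + hWJ-MSCs mouse against the fixed control and Con A + PBS means. Every SD of a share is between Con A + hWJ-MSCs mice and leaves out the spread of the other groups.

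The tests, the gene lists, most alternatives and the rule for naming genes were fixed before the deposited values were examined. Where the text says that something was set before the data were examined, the deposited values are meant. The plan already took account of values in Table S2 that are tied between mice, so part of the same values had been seen. Under that rule the text names the genes of Fig. 5B and 5C and of the flow cytometry markers, the 3 genes with the largest change in each direction among called genes without overlap between the groups, and in each pathway list the 2 genes with the largest Con A change among those called in opposite directions or, where a list had none, among those called after Con A. The genes Cd3e, Cd3d, Cd3g, Cd4, Adgre1 and Klrb1c are not in the table under these symbols. Some genes that meet the rule are not reported here.

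On simulated data, with 200 genes changed among the 11289, limma recovered 52.5% of changes of 0.8 and 89.5% of changes of 1.5 on the log2 scale, with 4.55% and 7.25% of the calls false. Of 200 lists without a shift, 2.50% had a camera p below 0.05. With a Con A effect but no effect of the cells, the computed share undone was 2.78% for raised and 2.56% for lowered genes, and 0 genes were called between the Con A groups. Simulated genes varied independently, so neither check covers variation that genes of a mouse share. In the real data, splits with 2 mice of each Con A group on each side called 2 to 14 of 18 lists. Single Con A + PBS mice had shares of -15.5% to 13.5% for raised and -21.7% to 18.6% for lowered genes.

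The alternatives were a pseudocount of 10, a mean score of at least 100, median centring, quantile normalization, eBayes without a trend, only the 8 mice of the groups compared, the unadjusted p, a fold change above 2, each mouse left out in turn, limma's fry, Reactome sets, genes of 1 list only, another background for Fisher's exact test and separate Con A + PBS mice for each comparison. The replicate number was also fitted as a block. The pairing comes only from the replicate numbers of the labels, which belong to different animals. Comparators with the same 2 Con A + PBS mice in both comparisons and centring within 10 bins of GC content or of transcript length were added after the data were seen.

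The gene sets used for GSEA in the paper, its GO and KEGG terms and the RNA sequencing of human T cells were not used here. Of the 16 other lists, those with fewer than 80% of their genes in the table, among them the lists for T cells, B cells and NK cells, are counted but no value of their own is given. The pathway lists for IL2-STAT5, TNF signaling, the inflammatory response, E2F targets and the G2M checkpoint also have fewer than 80%, and their values are given for the genes in the table. The DESeq2 alternative was not run, because it needs counts.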

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

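The splits of the mice, the comparison of Con A + PBS mouse 2 with the other group and the choice of the acute phase, lipogenesis and oxidative phosphorylation lists for closer tests came only after the results were seen.

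In 13 of 255 groups of 4 mice, 1 mouse stood apart from the others, against 12.75 such groups by chance. The number of these cases does not show whether a mouse is unusual, since it does not count which mouse stood apart. The gap of the mouse, as a share of the range of its group, was 0.889 for Cxcl9, 0.837 for Inmt and 0.840 for Tmem254c in control mice. In the Con A + PBS group it was 0.875 for Aox3, 0.839 for Ndufv3, 0.870 for the mean of the Myc targets list and 0.896 for the mean of the pericentral hepatocyte list. The mouse standing apart was Con A + PBS mouse 4 for Ndufv3 and the Myc targets, and Con A + PBS mouse 2 for Aox3 and the pericentral list.

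For Bhmt and Nos2 in control mice, Saa3 in both Con A groups and Bhmt and Cux2 in the Con A + hWJ-MSCs group, the share was 1 because the other 3 mice had identical values. Bhmt was 341028, the largest value of the table, in 3 control mice and 72892 in the other. Saa3 was 72724 in 3 Con A + PBS mice and 20871 in Con A + PBS mouse 4. The ties of Nos2 and Cux2 lie at values near 0. In every mouse at least 82.3% of the values equal the median over mice at the same rank, so a gene of equal rank in several mice has 1 value in them. The ties can therefore come from the authors' normalization, and no biological explanation was tested.

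The paper does not report Con A + hWJ-MSCs versus control. There, 3015 genes were called, of which 1539 were up and 1476 down. Of the genes raised by Con A, 1263 (57.3%) were still called up, and of those lowered, 1229 (56.6%) were still called down. After each mouse was centred within bins of GC content 2972 genes were called, after centring within bins of transcript length 2885, and among genes with a mean value of at least 100 the share called was 24.8%, against 26.7% of all genes. For these genes the DEG counts, Con A + hWJ-MSCs versus control, were 2365. The number changed little with the centring and the share called changed little with the limit on the mean. The median value within a GC bin differed by at most 0.140 on the log2 scale between mice of the deposited table, so centring on GC content had little to remove and shows nothing about GC content before the authors' normalization. Among the 8 splits of the mice that part all same-numbered pairs, only the real one, 1 of 8, gave as many genes, and 8 splits cannot give a share under 0.05. Over all 35 splits, of which the others keep some same-numbered mice together, it was also only the real one (a share of 0.0286), and the highest number in another was 3. The authors' normalization was not tested. A candidate explanation, as a hypothesis, is that much of the Con A response is still present with the cells at 24 h.

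Among lists of cell types, zones and other processes with at least 80% of their genes in the table, 7 that the paper does not discuss for the liver sequencing differed between the Con A + PBS and control mice in both tests. The mean log2 fold change was -2.56 for Kupffer cell genes, -1.37 for endothelial genes, -2.27 for pericentral and -1.10 for periportal hepatocyte genes, and -2.48 for lipogenesis. It was 2.13 for monocyte genes and 2.73 for acute phase genes. All 4 mice of one group lay apart from all 4 of the other in each list (exact permutation p = 0.0286, the smallest that 4 against 4 mice can give). In all, 13 of the 16 lists reached this p. Fewer cells and lower expression per cell were not told apart, and the authors' normalization was not tested for these lists.

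With hWJ-MSCs, 0 of these 16 lists were called by limma's camera at a Benjamini-Hochberg adjusted p below 0.05, against 4 at an unadjusted p below 0.05. These 4 changed by a mean log2 fold change of -0.52 (circadian clock), -0.58 (fasting response), 0.45 (pericentral) and 0.39 (periportal hepatocytes). With the replicate number as a block, limma's camera called the first 3 (Benjamini-Hochberg adjusted p = 0.0286, 0.0442 and 0.0442). The means of the mice overlapped in all 4 lists. The share of the Con A change undone was 9.60% ± 25.1 for Kupffer cell genes, 12.5% ± 24.0 for endothelial genes, 19.9% ± 19.5 for pericentral and 35.5% ± 23.8 for periportal hepatocyte genes, and 2.95% ± 15.6 for monocyte genes (SD, n = 4 mice).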

How the results depend on the processing

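The comparators with the same 2 Con A + PBS mice and the centring within bins were chosen after seeing the data. Where it was computed under an alternative, the median over genes of the share undone stayed within 1 SD between mice of its value with all mice, at 25.4% to 37.9% for raised and 29.0% to 42.7% for lowered genes across the 12 fits that each left out 1 mouse. The exception was 1 of the 6 assignments of separate Con A + PBS mice, at 20.5% for lowered genes, where the 6 ran from 20.5% to 40.2%. Alternatives that changed a count by more than 1.5 times or turned a sign are given below, and the cause was not tested.

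With an unadjusted p, the DEG counts, Con A + hWJ-MSCs versus Con A + PBS, rose from 969 to 1697 and the opposite-direction overlap from 785 to 1289. With a fold change above 2, this overlap was 287 and these DEG counts were 353. The DEG counts, Con A + PBS versus control, were then 2391 and the DEG counts, Con A + hWJ-MSCs versus control, were 1539.

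Across the 12 fits that each left out 1 mouse, from 7 to 1575 genes were called in Con A + hWJ-MSCs versus Con A + PBS and from 4 to 1281 were of opposite direction. Fewest were called without Con A + PBS mouse 1 or without Con A + hWJ-MSCs mouse 3. At an unadjusted p the range was 1129 to 2214 genes. In Con A + PBS versus control the range was 4093 to 4575, and in Con A + hWJ-MSCs versus control 2654 to 3254. The number of cell type, zone and other lists called in Con A + hWJ-MSCs versus Con A + PBS ran from 0 to 6.

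With different Con A + PBS mice in the 2 comparisons, a median of 3.5 genes was of opposite direction over 6 assignments. With the same 2 mice in both the median was 4.5. In both cases the number went down to 0 in some assignments and above that of all mice in others, so it depended on which mice were taken. The replicate block raised the cell type, zone and other lists called in Con A + hWJ-MSCs versus Con A + PBS from 0 to 3. Same-numbered mice had a correlation of deviations of 0.00444 for Con A + PBS and control, and 0.0138 for Con A + hWJ-MSCs and control. With the block, the DEG counts, Con A + PBS versus control, were 4429 and the DEG counts, Con A + hWJ-MSCs versus control, were 3080, each within 1.5 times.

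With only genes of 1 list, 8 lists were called in Con A + hWJ-MSCs versus control. The mean log2 fold change turned to -0.095 in the list IL2-STAT5 signaling, Con A + PBS versus control. It turned to -0.32 in the list IL2-STAT5 signaling, Con A + hWJ-MSCs versus control, to -0.17 in the list mTORC1 signaling, Con A + hWJ-MSCs versus control, and to -0.0019 in the list oxidative phosphorylation, Con A + hWJ-MSCs versus control. For the last of these the Reactome set for respiratory electron transport gave -0.0062, and fits without 1 mouse gave -0.10 to 0.14.

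Leaving out 1 mouse turned the sign of 7 named genes, none of them called in that comparison. In Con A + hWJ-MSCs versus Con A + PBS the log2 fold change ran from -0.011 to 0.79 for A2m, -0.43 to 0.023 for Cd8a, -0.68 to 0.090 for Cux2, -0.12 to 1.14 for Inmt, -0.57 to 0.13 for Saa3 and -0.37 to 0.065 for Top2a. In Con A + PBS versus control it ran from -0.73 to 0.65 for Tmem254c. Of the single gene lists, 20 values fell below the threshold and 5 rose above it under the other alternatives, and of the named genes 18 fell below it. Median centring changed nothing, because the medians were already equal, and shows no stability. The DESeq2 alternative was not run, because the table holds no counts. The unknown depth limits what can be said of genes of low value.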

Differences from the paper's values

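No test was added here after the results were seen, apart from the comparators with the same 2 Con A + PBS mice, and no cause was tested. The paper's numbers of genes called with hWJ-MSCs are 674 up and 726 down, of which it gives 562 and 546 as opposite to Con A. Here they were 474 and 495, and 395 and 390, each within 1.5 times of the paper's. Of the alternatives set before the data were examined, the replicate block gave 679 up and 618 down, of which 546 and 477 were of opposite direction, and the unadjusted p gave 910 up and 787 down, of which 715 and 574 were. Without Con A + PBS mouse 2 there were 846 up and 729 down, of which 704 and 577 were of opposite direction. With 2 Con A + PBS mice in each comparison, 4 of the 6 assignments called 10 or fewer genes with hWJ-MSCs. The most came from Con A + PBS mice 1 and 4 for the cells, with 1189 up and 968 down. Of these, 585 and 494 were of opposite direction when the other 2 mice were used against control. With the same 2 mice in both comparisons, chosen after seeing the values, 970 and 760 were of opposite direction for mice 1 and 4, and 569 and 396 for mice 3 and 4. The paper shows about 2100 up and about 2300 down after Con A in Figure S2D, read by eye, and 2206 and 2173 were called here.

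The paper states that the E2F target and G2M checkpoint pathways fell with hWJ-MSCs. Their lists changed by -0.09 and -0.10, with limma camera Benjamini-Hochberg adjusted p of 0.0564 and 0.0639. Settings that called both were the fit of only the 8 mice compared and the fits without control mouse 2 or Con A + PBS mouse 4. E2F targets were also called without control mouse 3, Con A + PBS mouse 3 or Con A + hWJ-MSCs mouse 2, and the Reactome set for the mitotic cell cycle was called in place of the G2M checkpoint list. This Reactome set changed by -0.089 (limma camera, Benjamini-Hochberg adjusted p = 0.0215) and separated the mice completely (exact permutation p = 0.0286).

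The paper states that the apoptosis and cell cycle pathways went back to rest with hWJ-MSCs. Here the Con A + hWJ-MSCs mice lay above all control mice by a mean log2 fold change of 0.49 for apoptosis, 0.40 for E2F targets, 0.37 for the G2M checkpoint and 0.57 for Myc targets.

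The paper states that fatty acid metabolism was lowered after Con A. The list changed by -0.31, with a limma camera Benjamini-Hochberg adjusted p of 0.056. Its means were lower in all 4 Con A + PBS mice than in all 4 control mice (exact permutation p = 0.0286). The list was called with limma's fry, with the Reactome set for mitochondrial fatty acid oxidation, and without control mouse 1, control mouse 2, Con A + PBS mouse 2 or Con A + PBS mouse 3. The paper also states that bile acid, xenobiotic and fatty acid metabolism recovered with hWJ-MSCs. The camera test called these lists, while the list means of the mice overlapped (exact permutation p = 0.0571, 0.0571 and 0.0857). With the Reactome set for mitochondrial fatty acid oxidation, set before the data were examined, the change with hWJ-MSCs was 0.42 and separated the mice completely (exact permutation p = 0.0286), with 78.1% of the Con A change undone. The Reactome sets for bile acids and for biological oxidations overlapped (exact permutation p = 0.0571 and 0.0857).

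In Fig. 3F the paper shows glycolysis between the Con A + PBS and Con A + hWJ-MSCs mice at an FDR above 0.05. The list used here, which is not the paper's gene set, changed by -0.62 and was called, with a limma camera Benjamini-Hochberg adjusted p of 3.9e-06. The Reactome glycolysis set, set before the data were examined, changed by -0.20 and was also called, with list means that overlapped between the mice (exact permutation p = 0.0571). After Con A limma's camera did not call this set (Benjamini-Hochberg adjusted p = 0.0718), while limma's fry did (Benjamini-Hochberg adjusted p = 1.7e-04). Its means separated the Con A + PBS and control mice completely (exact permutation p = 0.0286).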

Other observations

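Tests chosen only after the result was seen were the splits of the mice, the limit set for the separate Con A + PBS mice, the distances of single mice and the closer tests of 3 gene lists.

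In Con A + PBS versus control and in Con A + hWJ-MSCs versus Con A + PBS, 1 of the 8 splits that part all same-numbered mice, the real one, gave as many called genes, and the same held for genes of opposite direction, again 1 of 8. These 8 splits alone cannot give a share under 0.05. The numbers belong to different animals, and the remaining splits of all 35 keep some same-numbered mice together. Over all 35, only the real split gave as many genes in each of the 3 results (a share of 0.0286), and the highest number in another split was 1, 63 and 58 genes. For genes of opposite direction this holds for mice exchanged between the 2 Con A groups. When control and Con A + hWJ-MSCs mice were exchanged and the Con A + PBS mice stayed, which leaves the Con A + PBS mice in both comparisons, another split gave 786 such genes, against 785 in the real groups. For gene lists called by limma's camera, 3 of the 8 splits gave as many lists in Con A + PBS versus control and 2 of the 8 in Con A + hWJ-MSCs versus Con A + PBS. Over all 35 splits, the numbers were 10 and 3 (shares of 0.286 and 0.0857), and each of the other splits counted there exchanged 1 mouse between the groups. The splits with 2 mice of each group on each side gave 1 to 9 lists in the first comparison and 2 to 14 in the second, against 17 and 16 in the real groups. Since 1 exchanged mouse leaves part of the real difference and the count is near its limit of 18, the number of lists does not settle whether a chance arrangement could give it.

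Both comparisons use the same Con A + PBS mice, which by itself gives opposite directions. With separate mice the share undone of raised genes had a median of 29.3% (21.0% to 33.4% over 6 assignments), against 33.1% with the same 2 mice in both, so the shared mice do not account for most of it. The correlation of the fold changes across genes, which are not independent replicates, was -0.587 to -0.440 with separate mice and -0.685 to -0.547 with shared mice.

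Con A + PBS mouse 2 lay nearer to the mean of the Con A + hWJ-MSCs mice than to the mean of the other Con A + PBS mice, with a ratio of distances of 0.877. With means of 3 mice on either side the ratio was 0.905, and of the 8 Con A mice only this one was below 1. Its correlation was 0.976, 0.980 and 0.928 with Con A + PBS mice 1, 3 and 4. With the Con A + hWJ-MSCs mice it was 0.955 to 0.978, so its closest single mouse was of its own group. With mouse 2 and Con A + hWJ-MSCs mouse 4 exchanged, 63 genes were called, against 969 as labelled. Con A + PBS mouse 4 lay farthest of the 8 Con A mice from the others of its own group, at a distance of 68.4. Its correlations with Con A + PBS mice 1, 2 and 3 were 0.955, 0.928 and 0.944. The mean of the other Con A + PBS mice, to which mouse 2 was compared, includes mouse 4. The ratio was not computed without mouse 4, so it does not settle whether mouse 2 is unusual. A mislabelled sample is a candidate explanation that the table cannot exclude, as is a milder response in mouse 2. All mice were kept as labelled.

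The share undone differed between gene lists. It was 102% ± 19.0 for oxidative phosphorylation, 0.109% ± 4.44 for acute phase genes and -2.62% ± 2.99 for lipogenesis (SD, n = 4 mice). Without genes that reach the largest value, the share for acute phase genes was 2.42%, so genes at the largest value alone do not explain it. Other high genes also share values between mice and were not removed. A limit on high values below the largest one is therefore not excluded. Of 10000 random lists matched on the size of the Con A change, 0 had a lower share than acute phase, 3 than lipogenesis and 10000 than oxidative phosphorylation. Matched on the mean value of the genes, the numbers were 1, 0 and 10000. The difference from other genes changed in the same direction separated the Con A + hWJ-MSCs mice from the Con A + PBS mice in each of the 3 lists (exact permutation p = 0.0286, the smallest possible).

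These 3 lists had been picked for their shares, so the tests were repeated on all 22 lists that had enough genes and separated the Con A + PBS from the control mice. After Benjamini-Hochberg adjustment, 6 lists differed from random lists matched on the Con A change and 13 from lists matched on the mean value. These random lists ignore the correlation between genes. By the exact permutation test on mice, 7 of the 22 had p = 0.0286, and 0 passed after Benjamini-Hochberg adjustment, with a smallest adjusted p of 0.0898. With 4 mice per group this adjustment can be passed only if at least 13 lists reach the smallest p, so it does not settle the question. In single Con A + hWJ-MSCs mice the share was 77.2% to 122% for oxidative phosphorylation, -3.82% to 5.30% for acute phase genes and -6.13% to 0.217% for lipogenesis. The first lay apart from the others in these mice, but these shares leave out the spread of the control and Con A + PBS mice. That oxidative phosphorylation recovers while acute phase and lipogenesis genes do not may be a feature of the treatment, as a hypothesis from lists picked for this difference, and the authors' normalization was not tested as its source.

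Cd8a, the 1 gene in the table among the T cell markers named by the paper, changed by 3.67 on the log2 scale after Con A and by -0.13 with hWJ-MSCs (limma, Benjamini-Hochberg adjusted p = 0.91). Its values were low, between 38 and 98 in Con A + PBS mice.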
